# Molecular profile of dissociative drug ketamine in relation to its rapid antidepressant action

**DOI:** 10.1186/s12864-016-2713-3

**Published:** 2016-05-17

**Authors:** Joanna Ficek, Magdalena Zygmunt, Marcin Piechota, Dzesika Hoinkis, Jan Rodriguez Parkitna, Ryszard Przewlocki, Michal Korostynski

**Keywords:** NMDA antagonists, Gene expression profile, Striatum, Hippocampus

## Abstract

**Background:**

The NMDA receptor antagonist ketamine was found to act as a fast-acting antidepressant. The effects of single treatment were reported to persist for days to weeks, even in otherwise treatment-refractory cases. Identification of the mechanisms underlying ketamine’s antidepressant action may permit development of novel drugs, with similar clinical properties but lacking psychotomimetic, sedative and other side effects.

**Methods:**

We applied whole-genome microarray profiling to analyze detailed time-course (1, 2, 4 and 8 h) of transcriptome alterations in the striatum and hippocampus following acute administration of ketamine, memantine and phencyclidine in C57BL/6 J mice. The transcriptional effects of ketamine were further analyzed using next-generation sequencing and quantitative PCR. Gene expression alterations induced by the NMDA antagonists were compared to the molecular profiles of psychotropic drugs: antidepressants, antipsychotics, anxiolytics, psychostimulants and opioids.

**Results:**

We identified 52 transcripts (e.g. *Dusp1*, *Per1* and *Fkbp5*) with altered expression (FDR < 1 %) in response to treatment with NMDA receptor antagonists. Functional links that connect expression of the regulated genes to the MAPK, IL-6 and insulin signaling pathways were indicated. Moreover, ketamine-regulated expression of specific gene isoforms was detected (e.g. *Tsc22d3*, *Sgk1* and *Hif3a*). The comparison with other psychotropic drugs revealed that the molecular effects of ketamine are most similar to memantine and phencyclidine. Clustering based on expression profiles placed the NMDA antagonists among fluoxetine, tianeptine, as well as opioids and ethanol.

**Conclusions:**

The identified patterns of gene expression alteration in the brain provided novel molecular classification of ketamine. The transcriptional profile of ketamine reflects its multi-target pharmacological nature. The results reveal similarities between the effects of ketamine and monoaminergic antidepressants that may explain the mechanisms of its rapid antidepressant action.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2713-3) contains supplementary material, which is available to authorized users.

## Background

Ketamine is a dissociative anaesthetic that causes profound analgesia and amnesia. Recently, there has been growing interest in the reported antidepressant effects of ketamine. Due to the almost immediate onset of antidepressant effects ketamine could potentially be particularly useful in acute treatment of depression [1]. This rapid-onset antidepressant action provides a novel potential approach for treatment-resistant major depressive disorder (MDD). However, clinical application of ketamine is limited by its psychotomimetic effects and rewarding properties, which are responsible for its recreational use and abuse [2].

Ketamine is a noncompetitive antagonist of the NMDA glutamate receptor, with affinities for other receptors and transporters, including dopamine D2 and opioid receptors as well as monoamine transporters [3–6]. The complex pharmacological profile of ketamine makes it difficult to postulate a specific mechanism of its rapid antidepressant effect. The comparison with other NMDA receptor antagonists does not provide clear indication of the possible mechanism of action [7, 8]. Phencyclidine (PCP) induces cognitive disruption and psychotic-spectrum reactions but, unlike ketamine, was not observed to have antidepressant effects in humans. Memantine, a drug with moderate-affinity for NMDA receptors and without the adverse effects, also does not show evidence of rapid antidepressant effects in depressed patients [9]. Thus, the antidepressant effects are specific to ketamine and result from unique combination of its receptor targets and triggered neuronal mechanisms. Elucidating the mechanism of ketamine action would provide an important insight into the molecular correlates underlying the efficacy of rapid antidepressants and also suggest a useful approach for screening of novel compounds.

Ketamine facilitates neuronal plasticity in brain areas implicated in MDD, including the hippocampus, the prefrontal cortex and the striatum. It has been shown that ketamine enhances mammalian target of rapamycin (mTOR) and increases expression of the brain-derived neurotrophic factor (BDNF), resulting in modification to the number and function of synaptic connections [10, 11]. These alterations are related to activation of downstream intracellular signaling pathways and transcription of genes [12]. Therefore, the analysis of transcriptional programs associated with rapid action of ketamine may provide novel insight into the molecular mechanisms underlying specific behavioral effects of this drug.

In this study, we used gene expression profiling to compare ketamine with PCP and memantine based on their transcriptional effects in the striatum and hippocampus. Furthermore, we have analyzed the molecular profile of the selected NMDA antagonists in comparison to over a dozen of antidepressants, antipsychotics, psychostimulants, anxiolytics and opioids [13]. Our results identify differences as well as similarities between gene expression alterations induced by ketamine and other psychotropic drugs that may explain the unique psychoactive properties of ketamine and its rapid antidepressant effects. This study provides also a molecular classification of ketamine among psychotropic drugs based on the whole-transcriptome expression profile.

## Results

### Time-course of gene expression alterations induced by the selected NMDA receptor ligands

First, we have analyzed alterations in the gene expression profile in the striatum and hippocampus following single administration of ketamine, memantine or PCP. The analysis of alterations in mRNA abundance levels was performed using whole-genome Illumina WG-6 microarrays at four time points (1, 2, 4 and 8 h following drug injection). 

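The arrays of the hippocampus were analysed here and those of the striatum were not analysed here. Hippocampal mRNA was measured on 60 Illumina MouseWG-6 v2 arrays, 3 for each of 20 groups. The groups were naive mice and mice injected i.p. with saline, ketamine (20 mg/kg), memantine (15 mg/kg) or PCP (5 mg/kg), killed at 1, 2, 4 or 8 h. Each array held RNA pooled from 2 mice, so the 3 arrays of a group were separate pools. The arrays lay on 10 slides of 6 arrays, and every slide held 1 or 2 arrays of each of the 5 treatments. The authors deposited non-normalized signal intensities from BeadStudio, in which the median probe of an array had an intensity of 200.4 for ketamine (median of 12 arrays, range 138 to 238), 187 for memantine (143 to 1144), 182 for PCP (148 to 719), 189 for saline (148 to 609) and 194 for naive mice (148 to 900). On 7 arrays, which lay on 2 slides, the background was high. Their 5th percentile of intensity lay between 314 and 859.5, and their 95th percentile was 4.28 to 7.75 times as large. On the other 53 arrays the 5th percentile lay between 99.7 and 240.1 and the ratio between 12.3 and 32.1. The 7 arrays were 3 of PCP, 2 of saline, 1 of memantine and 1 of naive mice.

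From the deposited intensities the background was corrected by normexp with an offset of 50, and the values were quantile normalized and log2-transformed. Linear models on the group means were fitted with limma to all probes, with no filter on intensity, no slide and no replicate number in the model. Of these probes, 34885 carried 1 gene symbol in the platform's annotation, 18 carried several and 10378 were unnamed. Where a gene had several probes, the values are those of the probe with the highest mean signal. Adjusted p-values are Benjamini-Hochberg values over all probes, except where they are given as adjusted over a list alone. Arrays on the same slide deviated together from their group means (mean correlation of deviations 0.188 across probes, against -0.017 for arrays on different slides). Values with the slide as a block come from a fit of all 60 arrays with the slide as a factor, which was added after the data were examined. Values within slides are differences between the drug and saline arrays of 1 slide, often at different times. Each array was first taken as its deviation from the mean, over all slides, of the drug and saline arrays of its time. The slides share these means, so they are not independent checks. The signal of *Ttr*, the transthyretin transcript that is abundant in the choroid plexus, ranged on the log2 scale from 15.04 to 15.94 in saline-treated mice. It ranged from 11.77 to 15.91 with ketamine, from 11.55 to 15.86 with memantine, from 10.97 to 15.81 with PCP and from 11.06 to 15.82 in naive mice.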

Array data were subjected to three-way analysis of variance (ANOVA) with drug*,* time and tissue as factors (Additional file 1). We found 52 drug-responsive transcripts (Fig. 1) at the threshold of 1 % FDR (nominal *p* = 1.15 × 10^−5^) with fold change greater than 0.5 (at least at one time point for one of the drugs). We found moderately higher transcriptional effects of memantine treatment comparing to ketamine and PCP (Additional file 2). 

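Averaged over the 4 time points in the hippocampus, 4 lists of transcripts had a higher mean with memantine than with ketamine, with or without an estimated correlation between genes. Genes of the study's cluster C1 (11 probes of 7 genes) were higher by a mean log2 difference of 0.181 (adjusted p = 3.46e-08 from limma's camera, and 0.000573 with an estimated correlation). Targets of the glucocorticoid receptor (64 probes of 42 genes) were higher by a mean log2 difference of 0.106 (adjusted p = 9.25e-10, and 0.000438 with an estimated correlation). Transcripts of p53 signaling and growth arrest were higher by 0.079 (adjusted p = 0.00112, and 0.0051 with an estimated correlation). Immediate early genes, the first transcripts to respond to neuronal activity, were higher by 0.071 (adjusted p = 9.57e-06, and 0.0288 with an estimated correlation).

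Compared with PCP, memantine gave a higher mean of the glucocorticoid receptor targets (mean log2 difference 0.134, adjusted p = 5.92e-15, and 5.23e-06 with an estimated correlation). The same held for the p53 and growth arrest list (0.062, adjusted p = 0.0136, and 0.0484 with an estimated correlation) and for inflammatory response genes (0.074, adjusted p = 0.00351, and 0.0366 with an estimated correlation). For immediate early genes the difference between memantine and PCP was 0.054, with adjusted p = 0.000569 from camera and an adjusted p = 0.0715 with an estimated correlation. Clusters C1 and C2 were higher with memantine than with PCP by 0.180 and 0.182 (adjusted p = 3.78e-07 and 4.08e-10, and 0.00111 and 0.00258 with an estimated correlation). Between ketamine and PCP none of these 6 lists passed. These tests used all arrays of the drugs and saline, with 3 arrays of high background among those of PCP. Without the arrays of high background the shift of the receptor targets over saline was 0.116 with PCP in place of 0.090, and 0.223 with memantine in place of 0.224. Markers of cell types and tissues moved in the same comparisons by camera, and none of them with an estimated correlation. Between memantine and ketamine the choroid plexus markers differed by 0.310 (adjusted p = 0.00112), those of microglia by -0.094 (0.00112), of the striatum by -0.124 (0.0163) and of the thalamus by 0.062 (0.0296). Between memantine and PCP the choroid plexus markers differed by 0.220 (0.0145), those of oligodendrocytes by 0.073 (0.00228), of the thalamus by 0.086 (0.0034), of endothelium by 0.052 (0.0287) and of microglia by -0.066 (0.0145). The marker genes of the striatum, a neighbouring tissue, differed by 0.177 between ketamine and PCP (adjusted p = 0.0137), a call lost with an estimated correlation (adjusted p = 0.835). Additional file 4 names all 7 genes of cluster C1 and 7 of the 8 of cluster C2, so the differences of these clusters are not independent evidence. It also names 17 genes of the glucocorticoid receptor list, 10 of the immediate early list and 2 each of the p53 and inflammatory lists, which the study picked on these arrays or those of the striatum. Without them memantine differed from ketamine by 0.057 for the receptor targets (adjusted p = 0.0352, and 0.473 with an estimated correlation), 0.047 for immediate early genes (0.0322, and 0.473) and 0.035 for p53 genes (0.329), and from PCP by 0.069 for the receptor targets (0.00931, and 0.0446), 0.006 for p53 genes (0.909) and 0.058 for inflammatory genes (0.0638).

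No single transcript differed between memantine and ketamine, memantine and PCP, or ketamine and PCP at an adjusted p under 0.05 from limma, nor from the paper's kind of ANOVA on the same values. At a nominal p under 0.05 there were 1499, 1514 and 3614 such probes, where chance alone gives 2264. When the 53 arrays with a lower background were normalized on their own, a choice made after the data were examined, 1 probe differed between memantine and ketamine. Ketamine and PCP are arylcyclohexylamines and memantine is a dimethyl-substituted adamantane amine. Their doses (20, 5 and 15 mg/kg) differed. The paper took effective doses from the literature, chosen to allow a reasonable comparison at the molecular level. Whether they were equally effective was not tested here, so these values are set side by side and not at an equal dose.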

At the same statistical threshold of 1 % FDR, 258 transcripts with differential expression for the time factor (nominal *p* = 5.6 × 10^−5^) and 21.316 transcripts for the tissue factor (nominal *p* = 6.4 × 10^−3^) were identified. The results for the time factor (4 time points) indicated genes altered during the diurnal cycle such as e.g. *Dbp*, *Ciart* and *Per2*. 

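In the hippocampus, *Dbp*, a transcription factor of the clock output, rose through the day of the experiment. Over saline and the 3 drugs its log2 level was higher than at 1 h by 0.19 at 2 h, 0.54 at 4 h and 0.90 at 8 h (standard error 0.08 at 8 h, adjusted p = 4.97e-10 from limma's test of the time factor). In naive mice its level was 11.97 ± 0.20 (SD, n = 3) at 1 h and 12.96 ± 0.15 (SD, n = 3) at 8 h. *Ciart*, a repressor of the circadian clock, rose by 0.14, 0.30 and 0.77 (standard error 0.11 at 8 h, adjusted p = 0.000139), and its other probes rose by 0.74 and 0.80 at 8 h. *Per2*, a repressor in the core clock, differed by -0.09, -0.17 and 0.12 (standard error 0.07 at 8 h, adjusted p = 0.282) and did not pass. The circadian clock list (56 probes of 25 genes) was higher at 8 h than at 1 h by a mean log2 of 0.107 in naive mice (adjusted p = 0.0217 from camera) and by 0.087 in saline-treated mice (adjusted p = 0.0279). Neither call held with an estimated correlation (adjusted p = 0.163 and 0.122). With ketamine the list was higher at 8 h by 0.086 (adjusted p = 0.00562 from camera, and 0.0254 with an estimated correlation). With memantine and PCP it differed by 0.041 and 0.080 and did not pass (adjusted p = 0.351 and 0.093 from camera).

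The time factor passed an adjusted p under 0.05 for 118 transcripts in the hippocampus. At the time of their largest difference from 1 h, 45 were higher and 73 lower. The largest falls at 8 h were in activity-dependent transcripts. *Fos*, a transcription factor induced by neuronal activity, fell by 1.70 (standard error 0.14, adjusted p = 3.87e-11), *Egr2*, another inducible transcription factor, by 1.03 (adjusted p = 3.97e-07) and *Arc*, which encodes a synaptic protein, by 0.87 (adjusted p = 4.02e-08). Among the transcripts that rose were *Plin4*, a coat protein of lipid droplets (1.29, standard error 0.11, adjusted p = 4.97e-10), and *Hif3a*, a hypoxia-inducible factor (0.88, adjusted p = 1.57e-07). The count was 190 without background correction, 180 with the authors' normalized values, 180 with the brighter 50% of the probes and 18 when the 24 arrays of naive and saline-treated mice alone were used. Time since injection and time of day ran together in this design.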

The observed distinction between basal gene expression profiles in the striatum and the hippocampus was in line with expectations. The largest number of differences in gene expression was observed in case of neuron-type specific markers e.g. *Pdyn*, *Rgs9* and *Tac1*.

**Fig. 1:**
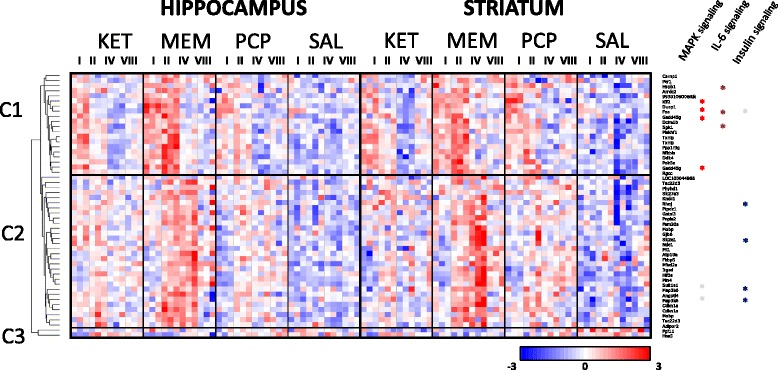
Gene expression alterations induced by NMDA receptor antagonists in mouse hippocampus and striatum. Microarray results are shown as a heat map and include genes with a genome-wide significance from three-way ANOVA for the drug factor (FDR < 0.01 and log_2_ fold change > 0.5 at least at one time-point in any substance). Colored rectangles represent transcript abundance 1, 2, 4 and 8 h after injection of the drug indicated above - ketamine (KET), memantine (MEM) and PCP. Intensity of the color is proportional to the standardized values (between −3 and 3) from each microarray, as displayed on the bar below the heat map image. Hierarchical clustering was performed using Euclidean distance. Major clusters of drug-responsive genes are arbitrarily described as ‘C1’, ‘C2’ and ‘C3’. The over-representation of the pathways was found statistically significant with *p < 0.05. Genes involved in the indicated pathways, but displaying different transcription patterns were marked with grey color

### Hierarchical clustering and functional enrichment analysis of drug-responsive genes

Hierarchical clustering revealed three clusters of drug-regulated genes (arbitrarily labeled as C1, C2 and C3). Gene clusters C1 and C2 consisted of transcripts with increased mRNA abundance levels in response to drug treatment (Fig. 1). Cluster C1 was induced 1 h after injection of ketamine and PCP and 1 to 2 h after injection of memantine. 

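The hippocampal values of 7 genes of this cluster, those named in the text and in Additional file 3 (11 probes of *Dusp1*, *Per1*, *Sgk1*, *Hspb1*, *Fos*, *Nfkbia* and *Klf2*), were followed over time. Their mean log2 fold change over saline at 1 h was 0.359 with ketamine (adjusted p = 3e-08 from camera, and 0.000266 with an estimated correlation) and 0.443 with memantine (adjusted p = 3.21e-12, and 1.11e-05 with an estimated correlation). With PCP it was 0.233 at 1 h (adjusted p = 0.00264), a call lost with an estimated correlation (adjusted p = 0.0508). At 2 h it was 0.642 with memantine (adjusted p = 1.19e-12, and 1.09e-05 with an estimated correlation), 0.219 with ketamine (adjusted p = 0.0506) and 0.278 with PCP (adjusted p = 0.00572, and an adjusted p = 0.0668 with an estimated correlation). At 4 h it was 0.172 with memantine (adjusted p = 0.0115, and an adjusted p = 0.0928 with an estimated correlation), -0.125 with ketamine and -0.031 with PCP. At 8 h none of the 3 drugs passed.

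*Nfkbia*, the inhibitor of NF-kappaB, was 1.03 higher at 2 h after memantine (standard error 0.14, adjusted p = 7.29e-05 from limma), and its other probe gave 0.83 (adjusted p = 0.268). At 1 h after ketamine it was 0.66 higher (adjusted p = 0.326, and 0.000446 adjusted over the list alone), the list being the 62 transcripts of Additional file 4 for the hippocampus. *Klf2*, a transcription factor of endothelial and immune cells, fell between 1 and 8 h over saline and the drugs by 0.78 (adjusted p = 0.000444). Over all 4 times the mean of the 7 genes was higher by 0.308 with memantine (adjusted p = 2.98e-16, and 3.97e-05 with an estimated correlation; 6 genes higher and 1 not, adjusted over the list alone), by 0.127 with ketamine (adjusted p = 0.00159, a call lost with an estimated correlation, adjusted p = 0.0601) and by 0.127 with PCP (adjusted p = 0.000781, and 0.0288 with an estimated correlation). These means were 0.309, 0.123 and 0.125 with the slide as a block. The study chose these genes on arrays that include those used here, so the counts and directions are not independent evidence.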

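The 8 genes of cluster C2 named in the text and in Additional file 3 (15 probes of *Fkbp5*, *Slc2a1*, *Map3k6*, *Rhoj*, *Cdkn1a*, *Adipor2*, *Sult1a1* and *Pnpla2*) had a mean above saline in the hippocampus with each drug. Averaged over the 4 times their mean log2 fold change was 0.334 with memantine (adjusted p = 1.93e-24 from camera, and 3.97e-05 with an estimated correlation), 0.240 with ketamine (adjusted p = 2.32e-14, and 0.00146) and 0.152 with PCP (adjusted p = 2.98e-07, and 0.0165). Of the 8 genes, 6 were higher with memantine, 6 with ketamine and 3 with PCP adjusted over the list alone, and none was lower. The means were 0.338, 0.227 and 0.159 with the slide as a block.

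With memantine the mean was 0.184 at 1 h (adjusted p = 0.000948, a call lost with an estimated correlation, adjusted p = 0.136), 0.467 at 2 h (1.45e-09, and 0.00372), 0.623 at 4 h (2.04e-32, and 1.28e-07) and 0.061 at 8 h (0.527). With ketamine it was 0.330 at 1 h (2.67e-09, and 0.00424). At 2 and 4 h after ketamine it was 0.285 and 0.221, with adjusted p = 3.66e-05 and 6.47e-05 from camera, and adjusted p = 0.0508 and 0.0606 with an estimated correlation. At 8 h after ketamine it was 0.123 (0.0094, lost with an estimated correlation at adjusted p = 0.282). With PCP it was 0.016 at 1 h, 0.288 at 2 h (9.59e-05, lost with an estimated correlation at adjusted p = 0.0637) and 0.263 at 4 h (6.9e-06, and 0.0361). *Cdkn1a*, the cell cycle inhibitor p21, was 1.09 higher at 2 h and 1.42 higher at 4 h after memantine (standard error 0.21, adjusted p = 0.0178 and 0.000343 from limma). Its other probes gave 1.19 (adjusted p = 0.0118) and 0.69 (adjusted p = 0.25) at 2 h, and 1.01 (adjusted p = 0.14) and 1.07 (adjusted p = 0.119) at 4 h. *Pnpla2*, the lipase that opens triglyceride breakdown, was 0.63 higher at 4 h after memantine (standard error 0.15, adjusted p = 0.267, and 0.000506 adjusted over the study's hippocampal list alone). The genes were picked by the study from these arrays together with those of the striatum, so their direction here is not independent evidence.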

Cluster C2 was induced 2 to 4 h by the three selected drugs to different degrees. 

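Among transcripts of the first cluster, *Dusp1*, a phosphatase that turns off MAP kinases, had a log2 level of 11.61 ± 0.15 (SD, n = 3) at 1 h after memantine and 10.63 ± 0.26 (SD, n = 3) after saline. The difference of 0.98 had an adjusted p = 0.0752 from limma, and 0.000103 adjusted over the study's hippocampal list alone. At 2 h it was 0.93 (standard error 0.18, adjusted p = 0.0178). At 1 h *Dusp1* differed from saline by 0.43 with ketamine (adjusted p = 1) and 0.50 with PCP (adjusted p = 0.997). *Per1*, a gene of the core clock, was 0.59 higher at 2 h after memantine (standard error 0.15, adjusted p = 0.0992, and 0.000544 adjusted over the list alone). *Sgk1*, a kinase induced by glucocorticoids, differed from saline at 1 h by 0.86 with ketamine (standard error 0.22, adjusted p = 1, and 0.00286 adjusted over the list alone), 0.94 with memantine (0.843, and 0.00127) and 0.34 with PCP (0.997, and 0.376).

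Among transcripts of the second cluster, *Fkbp5*, a chaperone partner of the glucocorticoid receptor, differed from saline by 0.56 at 4 h after memantine (standard error 0.17, adjusted p = 1, and 0.00403 adjusted over the list alone). *Slc2a1*, the glucose transporter of the blood-brain barrier, differed by 0.68 at 4 h after memantine (standard error 0.17, adjusted p = 0.481, and 0.00101 adjusted over the list alone) and by 0.64 at 1 h after ketamine (adjusted p = 1, and 0.0039). *Map3k6*, a kinase of the MAP kinase cascade, differed by 0.34 at 2 h and 0.35 at 4 h after memantine (standard error 0.20, adjusted p = 0.549 and 1), and its other probe by 0.67 at 1 h after ketamine (adjusted p = 1). The list was chosen by the study on these arrays, so a p adjusted over it is not independent evidence.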

Example genes from each cluster include: *Dusp1*, *Per1*, *Sgk1* (C1) and *Fkbp5*, *Slc2a1*, *Map3k6* (C2). 

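*Hes5*, a transcriptional repressor of the Notch pathway, and *Fgf11*, a growth factor homologous protein of neurons, were measured by 3 probes in the hippocampus. *Hes5* had a log2 level of 8.59 ± 0.14 (SD, n = 3) at 1 h after saline, 7.79 ± 0.09 (SD, n = 3) after ketamine and 7.91 ± 0.14 (SD, n = 3) after memantine. Its differences from saline at 1 h were -0.81 with ketamine, -0.69 with memantine and -0.47 with PCP (standard error 0.22, adjusted p = 1, 1 and 0.997 from limma). The other *Hes5* probe gave -0.60, -0.63 and -0.19. At 2 h the differences were 0.38, -0.41 and 0.07. *Fgf11* had a mean log2 signal of 6.63, and its differences from saline lay between -0.25 and 0.31 over the 3 drugs and 4 times, none past an adjusted p under 0.05. As a list, the 3 probes were lower at 1 h by 0.551 (mean log2 -0.551) with ketamine (adjusted p = 3e-05 from camera, and 0.00631 with an estimated correlation) and had a mean of -0.448 with memantine (adjusted p = 0.00128, and 0.0366 with an estimated correlation) and -0.275 with PCP (adjusted p = 0.129). At 8 h after PCP the mean of the 3 probes was 0.325 (adjusted p = 0.0211), a call lost with an estimated correlation (adjusted p = 0.136). Over the 4 times the mean was -0.228 with memantine (adjusted p = 0.00584), a call lost with an estimated correlation (adjusted p = 0.0965), -0.059 with ketamine (adjusted p = 0.479) and -0.025 with PCP (adjusted p = 0.864). It was -0.167 with the slide as a block over the 24 arrays of memantine and saline (adjusted p = 0.156), and -0.222 over all 60 arrays (adjusted p = 0.00633). These genes were picked by the study on arrays that include these.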

Cluster C3 includes two down-regulated genes *Fgf11* and *Hes5*. In addition, functional enrichment analysis was used to investigate cell signaling pathways related to drug-induced gene expression patterns (as shown in Fig. 1, right side). 

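In the hippocampus, genes of IL-6 and STAT3 signaling (72 probes of 33 genes) were higher with memantine than with saline over the 4 times, by a mean log2 of 0.044 (adjusted p = 0.00825 from camera, and 0.00632 with an estimated correlation). Of its genes, adjusted over the list alone, 4 were higher, none was lower and 29 did not pass. They were *Nfkbia*, *Sgk1*, the chemokine *Ccl3* (0.36, standard error 0.09, adjusted p = 0.602) and the kinase *Pim3* (0.28, standard error 0.06, adjusted p = 0.401). With ketamine the list's mean was 0.019 (adjusted p = 0.322). Adjusted over it alone, 3 of its genes were higher, among them *Pim3* (0.21), and 1 was lower, *Bcl2l1*, an inhibitor of apoptosis (-0.34, standard error 0.11). With PCP the mean was 0.030 (adjusted p = 0.133) and no gene passed.

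Genes of the MAPK pathway and its feedback (92 probes of 45 genes) did not shift as a list: the mean log2 fold change was -0.002 with memantine (adjusted p = 0.985), -0.011 with ketamine (adjusted p = 0.788) and -0.009 with PCP (adjusted p = 0.864). With memantine 3 of the 45 genes were higher adjusted over the list alone. They were *Dusp1*, *Dusp5*, a phosphatase specific for ERK (0.32, standard error 0.07, adjusted p = 0.303), and *Gadd45g*, a stress sensor (0.38, standard error 0.08, adjusted p = 0.243). At 2 h after memantine *Gadd45g* was 0.95 higher (standard error 0.14, adjusted p = 0.000192). Of the genes on these lists, 6 of the IL-6 list and 7 of the MAPK list are among the transcripts the study chose on these arrays or those of the striatum. Without those genes the mean of the IL-6 list with memantine was 0.006 (adjusted p = 0.686). The IL-6 list's mean with memantine was 0.050 with the slide as a block (adjusted p = 0.00532).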

Enrichr, a gene signature search tool based on the WikiPathways database, indicated overrepresentation of genes involved in MAPK (*p* = 0.0005) and IL-6 (*p* = 0.002) signaling pathways among C1 gene cluster. Furthermore, the enrichment analysis found genes from C2 cluster to be involved in insulin signaling (*p* = 0.004; Additional file 3).

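Genes of insulin signaling and glucose use (70 probes of 37 genes) were higher in the hippocampus with memantine, by a mean log2 of 0.074 over the 4 times (adjusted p = 5.33e-05 from camera, and 0.0141 with an estimated correlation). Adjusted over the list alone, 7 genes were higher, 1 was lower and 29 did not pass, and 3 passed over all probes. The genes that passed over all probes were *Ddit4*, an inhibitor of mTOR induced by stress (0.64, standard error 0.09, adjusted p = 0.00448), *Ppp1r3g*, a subunit that directs phosphatase 1 to glycogen, and *Sgk1*. The gene that was lower was *Gsk3a*, a kinase that inhibits glycogen synthesis (-0.30, standard error 0.09, adjusted p = 1). Of the cluster's own genes on this list, *Slc2a1* differed by 0.41 (standard error 0.09, adjusted p = 0.264) and the GTPase *Rhoj* by 0.29 (standard error 0.10, adjusted p = 1).

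With ketamine the mean of the list was 0.051 (adjusted p = 0.00436), a call lost with an estimated correlation (adjusted p = 0.0911). Of its genes 6 were higher adjusted over the list alone, *Slc2a1* by 0.34, and 1 was lower, the hexokinase *Hk1* (-0.32, standard error 0.10, adjusted p = 0.753). With PCP the mean was 0.026 (adjusted p = 0.166), and 1 gene, *Ppp1r3g*, passed over the list alone. A block for the slide gave means with memantine and ketamine of 0.080 (adjusted p = 1.87e-05) and 0.046 (adjusted p = 0.00709). The study chose 8 of the 37 genes on these arrays or those of the striatum, and without them the mean with memantine was 0.011 (adjusted p = 0.663).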

### The comparison of transcriptional effects in the striatum and hippocampus

The overall differences in drug-induced gene expression between striatum and hippocampus were compared using two-way ANOVA for drug and time factors performed separately in each tissue. We found 62 transcripts regulated by drug treatment in the hippocampus and 62 transcripts altered in the striatum (at *p* < 0.0005, absolute fold > 0.3 at least at one time point). 

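In the hippocampus *Plin4*, a coat protein of lipid droplets, had a log2 level of 9.51 ± 0.47 (SD, n = 3) at 4 h after memantine, 8.63 ± 0.28 after ketamine, 8.78 ± 0.24 after PCP and 7.45 ± 0.27 after saline. It was the first of 9 transcripts, all of them higher, that passed an adjusted p under 0.05 for the drug factor (adjusted p = 3.43e-06 from limma). The others were *Sult1a1*, a sulfotransferase for phenols (5.13e-05), *Cdkn1a* (0.00121), *Mfsd2a*, the lipid transporter of the blood-brain barrier (0.00121), *Ddit4* (0.00192), *Ppp1r3g* (0.00751), *Sgk1* (0.0191), *Nfkbia* (0.0245) and *Tsc22d3*, a transcript induced by glucocorticoids (0.0245, on the dimmer of its probes that passed).

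The paper's thresholds are a nominal p under 0.0005 for the drug factor and an absolute log2 fold change above 0.3 at 1 or more times. At these thresholds 37 transcripts passed. With the drug of the largest change over the 4 times, 34 were higher and 3 lower. Chance alone gives 22.6 probes at that nominal p before the fold is considered. Of the paper's 62 transcripts for the hippocampus, 27 were among the 37, and 59 had a nominal p under 0.05. For the interaction of drug and time no transcript passed (0 at adjusted p under 0.05 from limma, 1252 at a nominal p under 0.05 where chance gives 2264). The lowest adjusted p for the interaction was 0.207, for *Ppp1r3g*, and 2 transcripts passed without background correction and with the authors' normalized values, and 1 with trended and robust variances. Against naive in place of saline-treated mice, 56 transcripts passed the paper's thresholds and 27 an adjusted p under 0.05, with naive mice as a further level 61 and 32, with the slide as a block 58 and 5 in the 48 arrays, and with the block in all 60 arrays 68 and 17. The 9 became 14 without background correction, and 15 with the authors' values or with trended and robust variances.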

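The transcripts *Dbp* and *Mat2a* were measured in the hippocampus by 1 probe each. *Dbp*, a transcription factor of the clock output, differed from saline over the 4 times by 0.13 with ketamine (standard error 0.07, adjusted p = 0.785 from limma) and by -0.19 with memantine (standard error 0.08, adjusted p = 1), and its adjusted p for the drug factor was 0.678. *Dbp* differed between memantine and ketamine by -0.32 (95% confidence interval -0.47 to -0.17, adjusted p = 0.996). *Mat2a*, a synthase of S-adenosylmethionine, is named for its probe in Additional file 4 and is unnamed in the platform's annotation used here. It differed from saline by 0.10 with ketamine (adjusted p = 0.82), 0.19 with memantine (adjusted p = 1) and 0.13 with PCP (adjusted p = 1), and its adjusted p for the drug factor was 0.95. Neither transcript passed the paper's thresholds in this fit. The nominal p of *Mat2a* for the drug factor was 0.0236 from limma.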

The examples of regulated genes are *Dbp* and *Mat2a* in the hippocampus, and *Fgf11* and *Scrt2* in the striatum. We found 19 of the genes to be regulated in both the analyzed tissues, including *Dusp1*, *Sgk1* and *Sult1a1* (Additional file 4). 

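In the hippocampus, *Sult1a1* was higher than with saline by 0.67 over the 4 times after memantine (standard error 0.09, adjusted p = 0.00163 from limma) and by 0.41 after ketamine (standard error 0.08, adjusted p = 0.257) and 0.30 after PCP (standard error 0.07, adjusted p = 1). It was higher with memantine on 10 of 10 slides (0.44 to 0.99 within slides), with ketamine on 10 and with PCP on 8, and with the slide as a block the differences were 0.63 (adjusted p = 2.07e-05), 0.38 (0.168) and 0.31 (0.579). At 4 h after memantine it was 1.06 higher (standard error 0.16, adjusted p = 0.000437). *Sgk1* was 0.73 higher with memantine (standard error 0.13, adjusted p = 0.0231), on 10 of 10 slides (0.37 to 0.99), and differed by 0.37 with ketamine (adjusted p = 0.753) and 0.29 with PCP (adjusted p = 1). *Dusp1* was 0.51 higher with memantine (standard error 0.08, adjusted p = 0.0176), on 10 of 10 slides (0.08 to 1.04), and differed by 0.11 with ketamine (adjusted p = 0.831) and 0.18 with PCP (adjusted p = 1). *Sgk1* and *Dusp1* differed by 0.71 and 0.49 with memantine with the slide as a block (adjusted p = 0.00044 and 0.00528).

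With the slide as a block in the 24 arrays of memantine and saline alone, *Sult1a1*, *Sgk1* and *Dusp1* differed by 0.63, 0.62 and 0.58, each with an adjusted p of 1, and with a normexp offset of 16 *Sgk1* and *Dusp1* did not pass (adjusted p = 0.111 and 0.0695), nor did *Sgk1* with ordinary variances (adjusted p = 0.208). *Dusp1* did not pass without memantine 4 h replicate 3 (adjusted p = 0.0589), and *Sgk1* did not pass without memantine 1 h replicate 1 (0.0781) or 2 (0.074), 2 h replicate 2 (0.0772) or 3 (0.0826) or 4 h replicate 3 (0.0596), or without saline 1 h replicate 1 (0.0605) or 2 (0.0792), 2 h replicate 1 (0.054) or 2 (0.0736), 4 h replicate 2 (0.073) or 8 h replicate 2 (0.0799), at log2 differences of 0.67 to 0.73.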

The pattern of gene expression alterations over time was similar for all the selected NMDA antagonists (Additional file 5). In the hippocampus the most substantial increase in mRNA abundance levels was observed 1 h following the administration of ketamine, 2 h after memantine and 2 to 4 h after PCP. 

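The 62 transcripts of Additional file 4 for the hippocampus were followed over time on all 60 arrays, 57 whose mean over the drugs and times was above saline and 5 below. The 57 were highest at 1 h after ketamine, with a mean log2 fold change over saline of 0.36 (SD over probes 0.24, adjusted p = 2.58e-07 from limma's fry), and were 0.30 higher at 2 h (adjusted p = 7.14e-06) and 0.15 at 4 h (adjusted p = 0.021). After memantine the mean was 0.32 at 1 h (adjusted p = 2.95e-06), 0.63 at 2 h (SD over probes 0.32, adjusted p = 3.98e-13) and 0.53 at 4 h (adjusted p = 6.83e-11). After PCP it was 0.16 at 1 h (adjusted p = 0.0101), 0.34 at 2 h (SD over probes 0.22, adjusted p = 8.02e-07) and 0.19 at 4 h (adjusted p = 0.0055). Of the 57 transcripts, 32 had their largest increase at 1 h after ketamine, 26 at 2 h and 25 at 4 h after memantine, and 30 at 2 h after PCP.

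*Txnip*, an inhibitor of thioredoxin induced by glucose, was 1.07 higher at 1 h after ketamine (standard error 0.19, adjusted p = 0.0243 from limma), and its other probe 1.03 (adjusted p = 0.00846). *Ddit4* was 1.30 higher at 2 h after memantine (standard error 0.19, adjusted p = 0.000104), as was *Egr4*, an inducible transcription factor, by 1.02 (standard error 0.17, adjusted p = 0.00112). *Plin4* was 1.33 higher at 4 h after PCP (standard error 0.22, adjusted p = 0.00877), 1.31 higher at 2 h and 2.06 higher at 4 h after memantine (adjusted p = 0.00208 and 7.44e-08), and differed by 1.18 at 4 h after ketamine (adjusted p = 0.0969). Adjusted over the list alone, 18 of the 62 transcripts passed at 1 h after ketamine, 50 at 2 h and 36 at 4 h after memantine, and 19 at 2 h after PCP, while 2, 16, 6 and 0 passed over all probes. The study chose the list on these arrays, and the 57 and the 5 were parted here by their mean change on the same arrays. Neither the counts, the direction nor the p-values of the 2 sets are therefore independent evidence. Within slides the difference of the mean of the 57 from saline ranged from 0.09 to 0.49 for ketamine, 0.32 to 0.58 for memantine and 0.02 to 0.36 for PCP. With the slide as a block the increase at 1 h after PCP was 0.14 and did not pass (adjusted p = 0.0618).

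**Figure D1:**
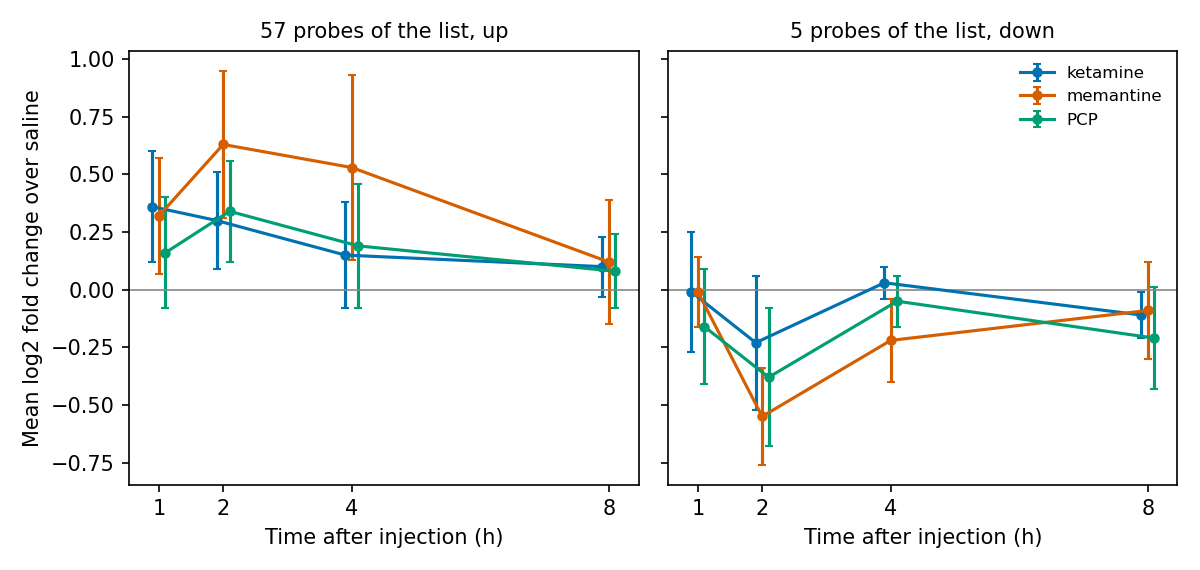
Mean log2 fold change over saline (vertical axis) at 1, 2, 4 and 8 h after injection (horizontal axis, h) of the 57 transcripts above and the 5 below saline, for ketamine, memantine and PCP; bars are the SD over probes. The 57 reach 0.36 at 1 h after ketamine, 0.63 at 2 h after memantine and 0.34 at 2 h after PCP.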

The strongest response to each drug in the striatum was observed at 2 to 4 h after injection. 

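In the hippocampus, the 5 transcripts of Additional file 4 whose mean was below saline were lowest at 2 h with each drug, with a mean log2 fold change of -0.23 with ketamine (adjusted p = 0.0173 from limma's fry), -0.55 with memantine (adjusted p = 3.6e-08) and -0.38 with PCP (adjusted p = 9.42e-05). At 1 h they had means of -0.01 with ketamine (adjusted p = 0.935, with fry's direction up), -0.01 with memantine (adjusted p = 0.864) and -0.16 with PCP (adjusted p = 0.103). At 4 h they were lower with memantine (-0.22, adjusted p = 0.00822) and had means of 0.03 with ketamine and -0.05 with PCP. At 8 h the mean was -0.21 with PCP (adjusted p = 0.0303), -0.11 with ketamine (adjusted p = 0.232) and -0.09 with memantine (adjusted p = 0.403). The calls for ketamine at 2 h and PCP at 8 h were lost with the slide as a block (means -0.20 and -0.17, adjusted p = 0.0734 and 0.139). That for ketamine was lost also against naive mice (mean -0.10, adjusted p = 0.14). The study chose the list on these arrays, and the 5 were set apart by their mean change on the same arrays, so their direction is not tested. Additional file 4 also lists transcripts for the striatum alone, chosen on the striatal arrays. In the hippocampus 42 probes of these had a mean of 0.077 with ketamine (adjusted p = 0.0218 from fry), 0.076 with memantine (0.103) and 0.031 with PCP (0.311). Adjusted over these probes alone, 0 passed with each drug.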

Time course of expression alterations of down-regulated genes corresponded to the pattern observed for up-regulated genes.

### The comparison of transcriptional effects of the selected NMDA antagonists

To compare differences and similarities in gene expression after administration of ketamine, memantine and PCP we performed two-way ANOVA with drug and time factors for each drug and tissue separately (Fig. 2). 

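After memantine in the hippocampus, 11 probes of 10 genes were higher than with saline over the 4 times at an adjusted p under 0.05 from limma and none was lower. With a normexp offset of 16 this count was 5, without memantine 4 h replicate 3 it was 6 and without saline 1 h replicate 2 it was 7. *Plin4* was higher by 1.10 (standard error 0.12, adjusted p = 0.000227), on 10 of 10 slides (0.59 to 2.18 within slides). *Cdkn1a*, the cell cycle inhibitor p21, was higher by 0.82 (standard error 0.12, adjusted p = 0.00437), on 10 of 10 slides (0.27 to 1.54), and its other probes by 0.61 (adjusted p = 0.264) and 0.50 (adjusted p = 0.571). *Mfsd2a*, which carries omega-3 lipids into the brain, was higher by 0.53 (standard error 0.08, adjusted p = 0.00448), on 10 of 10 slides (0.30 to 0.85). The others were *Sult1a1*, *Ddit4*, *Tsc22d3*, *Dusp1*, *Nfkbia*, *Ppp1r3g* and *Sgk1*. After ketamine and after PCP 1 transcript passed, *Plin4*, which was higher by 0.70 with ketamine (standard error 0.09, adjusted p = 0.00228) and 0.71 with PCP (standard error 0.09, adjusted p = 0.00187), on 9 of 10 slides with each. With the slide as a block *Plin4* was higher by 1.06, 0.67 and 0.71 with memantine, ketamine and PCP (adjusted p = 5.22e-07, 0.0332 and 0.011), *Cdkn1a* by 0.83 and *Mfsd2a* by 0.50 with memantine (adjusted p = 5.22e-07 and 8.57e-05).

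Genes of lipid droplets and fatty acid use (52 probes of 30 genes) had a mean log2 fold change of 0.074 with memantine (adjusted p = 0.000229 from camera, and 0.00507 with an estimated correlation). Of its genes 7 were higher and 23 did not pass adjusted over the list alone, among the 7 *Plin4*, *Mfsd2a* and *Angptl4*, an inhibitor of lipoprotein lipase (0.36, standard error 0.10, adjusted p = 0.924). With ketamine the list's mean was 0.047 (adjusted p = 0.0478), a call lost with an estimated correlation (adjusted p = 0.0911), with a normexp offset of 16 (0.0959) and with the slide as a block (0.0804). Without the 6 genes of this list that the study chose on these arrays, its mean with memantine was 0.015 (adjusted p = 0.663). Genes of p53 signaling and growth arrest (28 probes of 13 genes) had a mean of 0.147 with memantine (adjusted p = 3.44e-08, and 9.98e-05 with an estimated correlation) and 0.085 with PCP (adjusted p = 0.00131, and 0.0116). With ketamine they had a mean of 0.068 (adjusted p = 0.0296), lost with an estimated correlation (adjusted p = 0.0601) and with the brighter probes alone (adjusted p = 0.185). Adjusted over the list alone, *Cdkn1a* was the gene of this list that was higher with each drug, and *Gadd45g* and *Plk3* were also higher with memantine, while the others did not pass. Without the 2 genes of this list that the study chose on these arrays, its mean was 0.063 with memantine (adjusted p = 0.0456, lost with an estimated correlation at adjusted p = 0.267), 0.057 with PCP (adjusted p = 0.259) and 0.028 with ketamine (adjusted p = 0.631).

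Markers of the choroid plexus were lower on average beside these changes, with a mean log2 fold change of -0.620 with ketamine, -0.310 with memantine and -0.530 with PCP (adjusted p = 1.12e-11, 0.000175 and 4.43e-10 from camera), none of them past with an estimated correlation (adjusted p = 0.187, 0.407 and 0.286). With the choroid plexus mean as a covariate, added after the data were examined, *Plin4* was 0.65 higher with ketamine (adjusted p = 0.071). With the slide as a block in the 24 arrays of a drug and saline alone, none of the 11 probes passed with memantine (*Plin4* 1.03, *Cdkn1a* 0.80 and *Mfsd2a* 0.51, adjusted p = 1 each), nor did *Plin4* with PCP (0.73, adjusted p = 0.156).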

The similarities in molecular effects of the selected NMDA antagonists are presented on Venn diagrams. 

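Transcripts that passed with more than 1 drug in the hippocampus included *Plin4* and *Sult1a1*, which passed the paper's thresholds with all 3, *Cd79a*, a chain of the B cell receptor (-0.38 with ketamine and -0.42 with PCP, adjusted p = 0.693 and 1), and *Ddit4*, *Mfsd2a*, *Slc2a1*, *Txnip* and *Tusc3* with ketamine and memantine. Of the latter, *Tusc3*, a subunit of the oligosaccharyltransferase, was lower (-0.31 and -0.32). Ketamine and memantine shared 7 transcripts, 6 higher and 1 lower, where lists of 25 and 36 drawn independently from all probes would share 0.0199 (Fisher's exact test, adjusted p = 1.54e-16 over the 3 pairs). Ketamine and PCP shared 3 (expected 0.00552, adjusted p = 1.78e-08) and memantine and PCP shared 4 (expected 0.00795, adjusted p = 1.06e-10). The p-values take transcripts as independent. The 3 drugs were compared with the same 12 saline arrays. Groups were therefore simulated with no drug effect, with saline simulated too and shared by the drugs. They had 0.85, 1.05 and 0.75 transcripts in common on average, and at most 3 for each pair, in 20 simulations. The simulated noise was independent between probes and between arrays. It lacked the deviations that arrays of 1 slide share, so these values may understate the overlap that chance gives. When each drug of a pair was given 6 of the 12 saline arrays of its own, in 10 splits, the median overlap was 2.5 for ketamine and memantine, 0.5 for ketamine and PCP and 0.5 for memantine and PCP. These fits were additive in drug and time and had no fold limit. Their median lists were 24 for ketamine, 13 for memantine and 2.5 for PCP. The lists of memantine and PCP were smaller too, so the lower overlap cannot be laid to separate saline arrays alone.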

The overlap between each pair of drugs was tested using Fisher’s exact test and proved to be significant in each case (*p* < 0.01). 

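At a nominal p under 0.0005 for the drug factor and an absolute log2 fold change above 0.3 at 1 or more times, 25 transcripts passed after ketamine in the hippocampus, 15 higher and 10 lower. Besides *Plin4* and *Sult1a1*, those that were higher included *Hsd17b14*, a hydroxysteroid dehydrogenase (0.34, standard error 0.08, adjusted p = 0.693 from limma). After memantine 36 passed, 34 higher and 2 lower, among them the chemokine *Ccl3* and a dimmer probe of *Mobp*, a myelin protein (0.47, standard error 0.10, adjusted p = 0.283), whose brightest probe differed by 0.04 (adjusted p = 1). After PCP 10 passed, 6 higher and 4 lower, among them *Il23a*, a subunit of interleukin 23 (0.34, adjusted p = 1), and *Tor2a*, a torsin (-0.55, standard error 0.12, adjusted p = 1). *Hsd17b14*, *Mobp*, *Il23a* and *Tor2a* were chosen after their values were seen. Of the transcripts the paper lists for ketamine, memantine and PCP, 8, 29 and 6 were among these, and all 25, 50 and 15 had a nominal p under 0.05. Chance alone gives 22.6 probes at a nominal p under 0.0005. Groups simulated with no drug effect, with saline simulated too, gave 23.5, 21.9 and 21.1 transcripts on average and at most 38, 32 and 34. The simulated noise held no slide structure. Other splits of the real arrays of each drug and saline gave a median of 9, 6 and 6 and at most 102, 99 and 179.

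Against naive mice the counts for ketamine, memantine and PCP were 49, 55 and 26, with all 60 arrays in the fit 15, 61 and 18, with the slide as a block in the 24 arrays 38, 10 and 12, and with the block in all 60 arrays 49, 93 and 34, and with the choroid plexus covariate ketamine gave 13. The ketamine count was 92 without saline 2 h replicate 1, 51 without saline 4 h replicate 1, 16 without saline 4 h replicate 3, ketamine 4 h replicate 3 or ketamine 8 h replicate 2, 15 without ketamine 1 h replicate 3 and 14 without ketamine 8 h replicate 3, and the PCP count was 18 without saline 2 h replicate 1, 5 without saline 8 h replicate 1 and 6 without PCP 1 h replicate 2 or PCP 2 h replicate 1.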

In the hippocampus, the analysis indicated 25, 50 and 15 drug-responsive transcripts after treatment with ketamine, memantine and PCP respectively (at *p* < 0.0005, absolute fold > 0.3 at least at one time point). We found 8 genes to be regulated by all of these compounds, including *Plin4*, *Ppp1r3g* and *Cdkn1a*. 

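In the hippocampus 2 transcripts passed the same thresholds with all 3 drugs, *Plin4* and *Sult1a1*. *Ppp1r3g*, a glycogen-targeting subunit of phosphatase 1, differed from saline by 0.51 with memantine (standard error 0.09, adjusted p = 0.0176 from limma) and 0.34 with PCP (standard error 0.08, adjusted p = 1), past the paper's thresholds with both, and by 0.25 with ketamine (standard error 0.08, adjusted p = 0.753). It was 1.16 higher at 2 h after memantine (standard error 0.15, adjusted p = 3.28e-05), and 0.78 and 0.67 at 1 h after ketamine and PCP (adjusted p = 0.0813 and 0.997). Its other probe differed by -0.01 with memantine. *Cdkn1a* passed the paper's thresholds with memantine and differed by 0.38 with ketamine (standard error 0.11, adjusted p = 0.753) and 0.36 with PCP (standard error 0.11, adjusted p = 1). *Nfkbia* was 0.45 higher with memantine (standard error 0.08, adjusted p = 0.0176) and differed by 0.27 with ketamine (standard error 0.07, adjusted p = 0.753) and 0.28 with PCP (standard error 0.09, adjusted p = 1). Of the paper's 8 transcripts, 4 passed with ketamine, 8 with memantine and 3 with PCP. Groups simulated with no drug effect, and with noise that held no slide structure, shared 0.1 transcripts among the 3 drugs on average, and at most 1.

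Against naive mice 12 transcripts passed with all 3 drugs, among them all of the paper's 8, and 4 passed with all 60 arrays in the fit. The shared transcript was 1 with the slide as a block in the 24 arrays, without the arrays of high background and with the choroid plexus covariate, and 4 with the block in all 60 arrays. It was also 1 without saline 1 h replicate 1 or 2, saline 2 h replicate 3, saline 4 h replicate 3, saline 8 h replicate 1, PCP 1 h replicate 2, PCP 2 h replicate 3, PCP 4 h replicate 2 or PCP 8 h replicate 3. The memantine call of *Ppp1r3g* was lost without memantine 2 h replicate 3 (adjusted p = 0.0593) or 4 h replicate 3 (0.0596), or saline 1 h replicate 2 (0.0577) or 8 h replicate 1 (0.0527), at log2 differences of 0.48 to 0.50. That of *Nfkbia* was lost without memantine 1 h replicate 2 (0.0517), 4 h replicate 3 (0.0596) or 8 h replicate 1 (0.0505), or saline 1 h replicate 2 (0.0569) or 8 h replicate 1 (0.0527), at log2 differences of 0.42 to 0.45. With a normexp offset of 16 neither passed (adjusted p = 0.0767 and 0.0695), and neither did with the slide as a block in the 24 arrays (adjusted p = 1).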

In the striatum 38 transcripts were differentially expressed after administration of ketamine, 55 after memantine and 32 after PCP at the same statistical threshold (at *p* < 0.0005, absolute fold > 0.3). The analysis indicated 7 genes altered by all the selected drugs in the striatum, for instance *Sgk1*, *Fgf11* and *Dnah2* (Additional file 2).

**Fig. 2:**
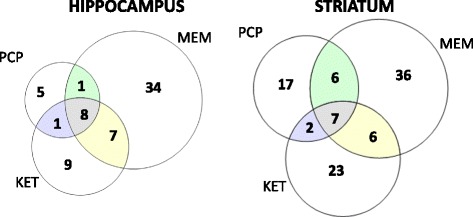
Comparison of the number of genes regulated by ketamine, memantine and PCP in the hippocampus and striatum. Venn diagrams show the number and overlap of genes altered by drug treatment in the mouse hippocampus and striatum. Lists of transcripts with statistical significance *p* < 0.0005 for drug factor after two-way ANOVA in each tissue and absolute fold change greater than 0.3 over saline control (at one of the time points) were analyzed (Additional file 2)

### Gene expression profile of ketamine in comparison to major classes of psychotropic drugs

We performed a comparative analysis of ketamine, memantine and PCP induced gene expression with data from our previous study, which examined the expression profiles of 18 drugs including antidepressants, antipsychotics and drugs of abuse [13]. Top 50 genes were identified using two-way ANOVA for drug and time factors on combined data followed by correction for multiple testing (corrected *p* < 2.3 × 10^−21^) and then the obtained results were further used for comparison of the selected psychotropic drugs. Expression pattern comparison was performed among sets of the top 50 drug-regulated genes (using data for all the 21 drugs). Hierarchical clustering and principal component analysis (PCA) were performed to classify ketamine among other psychotropic drugs based on their gene expression profiles (Fig. 3). The clustering indicated three major groups (G1-G3) that contained clinically and pharmacologically divergent drugs, including (G1) anxiolytics, atypical antipsychotics, imipramine and mianserin; (G2) psychostimulants, tranylcypromine, bupropion, haloperidol and buspirone; (G3) NMDA antagonists, fluoxetine, tianeptine as well as nicotine, ethanol, heroin and morphine (Fig. 3a). The gene expression profile of ketamine was most similar to those of memantine and PCP. The three examined compounds acting at NMDA receptors were clustered with two antidepressants and the drugs of abuse.

**Fig. 3:**
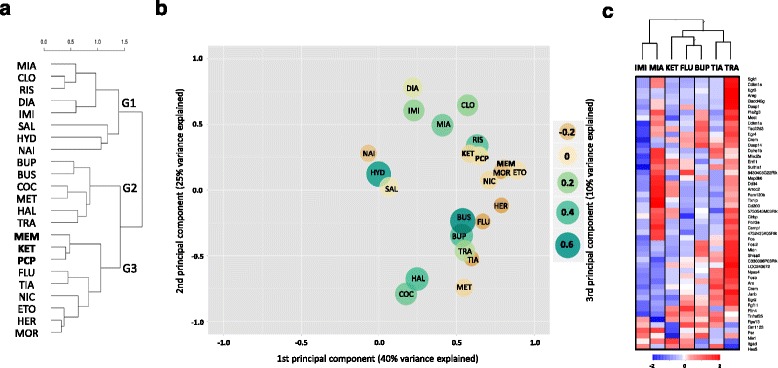
Comparison of ketamine, memantine and PCP to other psychotropic drugs based on gene expression patterns in the mouse striatum. Cluster dendrogram (**a**), PCA plot (**b**) and heat map (**c**) were generated based on expression alterations of the top 50 drug-responsive genes found statistically most significant. The gene expression profiles of ketamine (KET), memantine (MEM) and PCP (PCP) were combined with previously published profiles of 18 psychotropic drugs from diverse pharmacological and therapeutic classes: mianserin (MIA), imipramine (IMI), fluoxetine (FLU), bupropion (BUP), tianeptine (TIA), tranylcypromine (TRA), methamphetamine (MET), cocaine (COC), nicotine (NIC), heroin (HER), morphine (MOR), ethanol (ETO), diazepam (DIA), buspirone (BUS), hydroxizine (HYD), clozapine (CLO), risperidone (RIS) and haloperidol (HAL), with saline (SAL) and naive (NAI) groups as the controls [13]. The genes were selected based on ANOVA results for drug factor (top 50) at a threshold of nominal *p* < 10^−26^ (after Bonferroni correction *p* < 10^−21^). Hierarchical clustering (**a**) was performed using the measure of Pearson correlation distance and complete distance linkage methods. The PCA plot (**b**) displays the pattern of similarity between the selected drugs. The first and second components are shown on x and y axis respectively, while the values of the third component are coded by color and size of the circles as indicated on the legend. A comparison of ketamine to antidepressants (**c**) was based on the patterns of drug-induced transcriptional alterations in the striatum (at 2 h after the treatment). Drug effects were balanced using modified minimum-maximum normalization, where the maximum was set up as average from the top 10 fold changes for every drug. Colored rectangles represent expression levels of the top 50 drug-regulated genes indicated on the right

Three main components of PCA explained 58 % of variance in gene expression (Fig. 3b). In terms of all three components, the gene expression signature of ketamine was found to be most similar to PCP, memantine, opioids, ethanol and nicotine. Some similarities in gene expression profiles were found between ketamine and risperidone (1st and 2nd components) as well as ketamine, fluoxetine and tianeptine (3rd component). Based on the lists of genes correlated with the PCA components, we assume that the first component represents drug-induced expression of GR-dependent genes (explaining 30 % of variance), while the second component describes the pattern of expression of activity-dependent genes (explaining 19 % of variance). The third component was identified to reflect prolonged drug-dependent induction of activity-dependent genes (2 and 4 h after treatment).

In addition, we have directly compared molecular profile of ketamine with six antidepressant drugs with different pharmacological profiles (imipramine, mianserin, fluoxetine, bupropion, tianeptine and tranylcypromine, Fig. 3c). The analysis was performed using expression data from the peak (2 h after the drug administration of transcriptional effects of ketamine) which corresponds with the onset of antidepressant effects in humans [14]. In general, antidepressant drugs induced diversified profiles of gene expression alterations in the striatum. Gene expression induced by ketamine was most similar to antidepressants blocking monoamine reuptake by inhibition of SERT and DAT, respectively fluoxetine and bupropion. On the other hand ketamine profile was most distant from imipramine and mianserin.

### Search for ketamine-regulated expression of specific transcriptional variants

In order to comprehensively examine ketamine-induced gene expression at the level of separate transcriptional units we used next-generation sequencing. From the list of 52 transcripts identified by microarray profiling, 23 genes regulated by ketamine (three-way ANOVA *p* < 0.05) at 2 h after treatment (absolute fold over saline control > 0.2) were selected. The mRNA abundance levels of 79 transcripts assigned to 23 genes were extracted from the whole-transcriptome dataset. Significant differences in gene expression between ketamine- and saline-treated controls (*p* < 0.05) were identified for 15 genes. Six of these (*Plin4*, *Nfkbia*, *Plekhf1*, *Rgcc*, *Csrnp1* and *Arrdc2*) express a single form of mRNA contained constitutive exons (CNE). Nine genes showed ketamine-dependent regulation of alternative transcriptional forms. Classifications of transcription indicated different types of alternative expression of the regulated genes. For *Sgk1*, *Tsc22d3* and *Hif3a* expression of variants with alternative transcriptional start sites and first exons (AFE) was detected. The ketamine-induced expression of specific isoform with alternative last exon (ALE) and termination site was found for *Rhoj*. Several genes express variants with retained intron (IR), including *Slc2a1*, *Gjb6* and *Map3k6*. Moreover, an analysis on the exon level indicated regulation of *Slc2a1* variants with mutually exclusive exons (MXE). Ketamine-induced regulation of the expression of selected genes on the level of genes, transcriptional units and exons is presented in supplementary results (Additional file 6).

### Validation of ketamine-induced alterations in gene expression

We used quantitative real-time reverse transcription polymerase chain reaction (qPCR) to validate the results obtained using high-throughput methods. The experiments were performed using aliquots of the non-pooled total RNA (*n* = 6) as well as independent biological replicates (*n* = 8). The microarray analysis of ketamine effects in the brain indicated 12 transcripts regulated at the threshold FDR < 1 %. From this list, three top novel ketamine responsive genes *Plin4*, *Sgk1* and *Tsc22d3* were selected for validation (Fig. 4). The changes in mRNA abundance levels were measured in the striatum 2 h after ketamine or saline administration and in naive animals. The treatment factor in ANOVA was significant for all of the transcripts examined by qPCR (Fig. 4b). The effects of ketamine were similar in two independent experiments. Greater than 3-fold induction of perilipin 4 (*Plin4*) mRNA after the treatment was confirmed. Equal upregulation (about 1.5- to 2-fold) of transcripts for serum/glucocorticoid regulated kinase 1 (*Sgk1*) and TSC22 domain family protein 3 (*Tsc22d3*) was observed after acute ketamine administration in the striatum. Moreover, regulation of the specific variants with alternative first exons (AFE) for *Sgk1* and *Tsc22d3* was validated using qPCR (Fig. 4a).

**Fig. 4:**
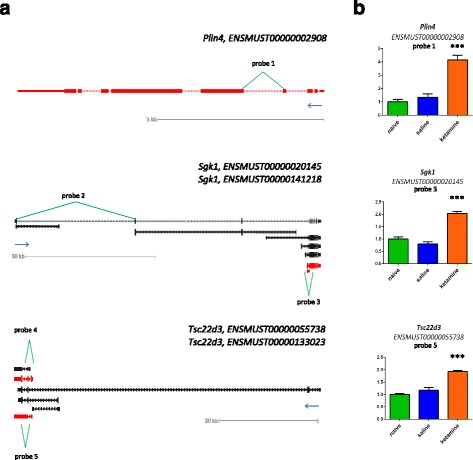
Validation of ketamine-induced gene expression alterations. The expression of *Plin4*, *Sgk1* and *Tsc22d3* in response to ketamine was measured in the mouse striatum. **a** Ketamine-induced expression of specific transcriptional variants was analyzed using next-generation sequencing (*n* = 4). Variant classification indicated different biotypes of regulated transcripts (depicted in red) (Additional file 6). **b** The changes in mRNA abundance levels were measured 2 h after the administration of ketamine, saline or in naive animals. qPCR analyses were performed using samples from an independent biological experiment (*n* = 8). TaqMan probes allow to distinguish between specific transcriptional variants: qPCR probe “1” spans an exon junction of exons 4 and 5 of *Plin4* (ENSMUST00000002908) transcript, qPCR probe “2” spans exons 1 and 2 in *Sgk1* (ENSMUST00000120509), qPCR probe “3” spans exons 1 and 2 in *Sgk1* (ENSMUST00000020145), qPCR probe “4” span exons 1 and 2 in *Tsc22d3* (ENSMUST00000112995), qPCR probe “5” spans exons 1 and 2 in *Tsc22d3* (ENSMUST00000055738). Bars indicate S.E.M, *** *p* < 0.001, one-way ANOVA drug factor

## Discussion

Clinical trials showed that ketamine can induce an antidepressant response within hours from administration [1]. The antidepressant effects may persist up to two weeks and has been effective in treatment-resistant patients [14]. These observations provide hope for potential use of NMDA receptor antagonists in affective disorders. Ketamine has also been effective in treatment of multiple severe neuropsychiatric conditions including bipolar disorder, post-traumatic stress disorder and chronic pain [15, 16]. However, the psychotomimetic and addictive properties of this drug limit its clinical applications [17]. The neurobiological mechanisms related to various clinical actions of this prototypic glutamatergic “rapid antidepressant” are elusive. A major difficulty in identifying the underlying mechanism of ketamine action arises from its complex pharmacological profile [5]. A dissection of ketamine actions on the molecular level may provide insight into particular mechanisms underlying different behavioral effects. Despite the common use of ketamine in clinical and experimental studies there are relatively few reports of its action on gene expression in brain regions involved in the control of motivation and executive functions [18, 19].

Here, we present the results of ketamine-induced gene expression profiling and a comparison with psychotropic drugs from all the major clinical and pharmacological classes. Additionally, the molecular profile of ketamine was analyzed on the level of alternative transcriptional variants using whole-transcriptome resequencing technology. This study was designed to analyze time course of gene expression changes in response to ketamine, PCP and memantine in the striatum and hippocampus. We found that the three factors (drug, time and tissue) contributed to different extents to the profile of gene transcription in the brain. Most differences were observed between the analyzed tissues, however extensive alterations were also related to the diurnal cycle. These results are in agreement with previous studies describing that in the brain, the tissue factor is the main source of variance in expression profiling experiments [20]. Nevertheless, we found that the effects of the selected NMDA antagonists are similar in both the analyzed regions, striatum and hippocampus, in terms of top regulated genes. Both these regions receive dopaminergic inputs from the ventral midbrain that may explain similar transcriptional alterations in response to the selected psychoactive compounds [21]. The time course of gene expression alterations was similar for all the NMDA antagonists with maximum response observed at 2 to 4 h after treatment. The changes of mRNA abundance induced by the NMDA antagonists subsided within 8 h following drug administration. This is consistent with our previous observation that drug-induced gene expression is transient [13]. Moreover, we also found that profiles of gene transcription alterations induced by ketamine, PCP and memantine are similar. This observation may indicate that the main effects of the tested drugs on gene expression are mediated by the blockade of the NMDA receptor.

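At 8 h in the hippocampus, the mean of the 57 transcripts of Additional file 4 whose mean over the drugs and times was above saline was 0.10 with ketamine (SD over probes 0.13, adjusted p = 0.101 from limma's fry), 0.12 with memantine (SD over probes 0.27, adjusted p = 0.0581) and 0.08 with PCP (SD over probes 0.16, adjusted p = 0.206). Of them 0, 2 and 2 had their largest increase at 8 h. None of the 62 transcripts of that list passed over all probes at 8 h, and 0, 6 and 0 passed adjusted over the list alone. *Plin4* differed from saline at 8 h by 0.81 with memantine (standard error 0.22, adjusted p = 0.63 from limma), 0.48 with ketamine (adjusted p = 1) and 0.74 with PCP (adjusted p = 1), and *Sult1a1* by 0.67 with memantine (standard error 0.16, adjusted p = 0.506). In saline-treated mice *Plin4* itself was at 8.14 ± 0.18 (SD, n = 3) at 8 h and 7.28 ± 0.15 (SD, n = 3) at 1 h. Against naive mice the 57 passed at 8 h with each drug (adjusted p = 0.00189, 0.00103 and 0.00593), and without the 7 arrays of high background, a choice made after the data were examined, they passed with PCP (adjusted p = 0.0326). With the replicate number as a block they passed with memantine (0.12, adjusted p = 0.047). The list was chosen by the study on these arrays, and the 57 by their mean change on them.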

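Over all probes in the hippocampus, the log2 fold changes averaged over the 4 times correlated by 0.547 between ketamine and memantine, 0.524 between memantine and PCP and 0.381 between ketamine and PCP. These are correlations across probes, which are not independent replicates. Most of these probes passed with no drug, whereas the paper compared the drugs by their regulated transcripts. The correlations therefore say little about how alike the regulated transcripts responded. The drugs share their saline arrays, and groups simulated with no drug effect, with saline simulated too and shared, correlated by 0.5 on average. The covariance was 0.00598, 0.00554 and 0.00413, which is 0.000832 and 0.000392 above and, for ketamine and PCP, -0.00102 from the simulated value. When each drug of a pair was given 6 of the 12 saline arrays of its own, the mean correlation was 0.0454, -0.00828 and -0.0869. Among named transcripts, *Plin4*, *Sult1a1* and *Mfsd2a* lay above saline with every drug. The interval of the difference between ketamine and PCP was -0.20 to 0.18 for *Plin4*, -0.03 to 0.26 for *Sult1a1* and -0.20 to 0.24 for *Cdkn1a* (95% confidence, log2). From the similarity of the profiles, the paper proposes that NMDA receptor blockade may mediate the drugs' main effects on gene expression.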

Previously published microarray results has been heterogeneous in terms of time and tissue selection. A comparative meta-analysis is, therefore, difficult to perform due to different experimental designs and microarray platforms used. For example, gene microarrays were used to assess the effects of PCP and methamphetamine treatment in cerebral cortices. The authors found that these two compounds regulate a list of functionally heterogeneous genes [22]. The identified alterations in gene expression were linked to psychotomimetic potential of PCP and methamphetamine. Other studies analyzed the neurotoxic effects of ketamine and PCP. The effects of these two NMDA receptor antagonists on gene expression were analyzed in the developing rat brain in the context of schizophrenia-like symptoms in animal model [18]. Gene expression profiling in rat limbic cortex of uncompetitive NMDA antagonists (memantine and MK-801) indicated broad actions of these agents on the molecular level [19]. The alterations in mRNA abundance levels were also analyzed to reveal molecular mechanisms of neuroprotective effects of memantine. Several gene expression profiling studies of NMDA antagonists’ effects were performed after repeated administration. The expression of selected genes was analyzed after acute and repeated treatment in the cortex, striatum and hippocampus. It was found that chronic ketamine treatment regulates GABAA receptor alpha 5 subunits in the mouse prefrontal cortex [23].

Interestingly, among the 52 differentially regulated transcripts were genes encoding proteins associated with intracellular pathways associated with the development of mood disorders, MAPK and IL-6 signaling. The first group includes, for instance, the transcript of the dual-specificity phosphatase-1 (DUSP1), which is a negative regulator of MAPK kinase signaling - one of the major pathways that mediate neuronal plasticity [24]. The second group includes the transcript of the serum- and glucocorticoid-inducible kinase 1 (SGK1), which is implicated in memory formation as well as function of glial cells [25, 26]. Both these pathways were previously proposed as factors involved in the mechanisms of depressive disorders associated with chronic stress [27–29]. Other group of transcripts regulated in response to NMDA antagonists contains genes involved in insulin-mediated cellular signaling pathway, including glucose transporter *Slc2a1*. The regulation of this pathway is potentially interesting in the context of connection between depression and insulin resistance in diabetic patients [30].

The observed effects on gene expression may correspond to alterations detected on the protein level. Previous results suggested involvement of molecular mechanisms concerning mTOR, BDNF and eEF2 kinase pathways in ketamine action [11, 31]. These processes are related to the development of depression through synaptic remodeling and immunomodulation [32]. Ketamine has been shown to induce expression of synapse-associated proteins through the rapid activation of mTOR-regulated ERK and Akt signaling pathways [11]. Moreover, mTOR signaling is involved in the resetting of the circadian clock by regulating the expression of circadian proteins [33]. 

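*Per1*, a gene of the core clock that glucocorticoids and neuronal activity induce, was measured in the hippocampus by 3 probes. On the brightest, its log2 level at 1 h was 11.10 ± 0.21 (SD, n = 3) after ketamine and 10.95 ± 0.20 (SD, n = 3) after saline. Its differences from saline after ketamine were 0.15, 0.08, -0.08 and -0.16 at 1, 2, 4 and 8 h (standard error 0.15, adjusted p = 1, 0.935, 1 and 1 from limma), and -0.00 over the 4 times (95% confidence interval -0.16 to 0.15, adjusted p = 0.996). The second probe, which is on the study's list for the hippocampus, gave 0.36 at 1 h (standard error 0.14, adjusted p = 1, and 0.0457 adjusted over that list alone, which was chosen on these arrays) and 0.13 at 2 h. The dimmest, with a mean signal of 6.78, gave 0.11 and 0.02. Over the 4 times *Per1* differed from saline by 0.25 with memantine (standard error 0.08, adjusted p = 1) and 0.07 with PCP (adjusted p = 1). Genes of the mTOR, BDNF and eEF2 kinase pathway (64 probes of 21 genes) had a mean log2 fold change of 0.023 with ketamine (adjusted p = 0.325 from camera). Adjusted over that list alone 1 gene was higher, *Ddit4*, an inhibitor of mTOR (0.39, standard error 0.09).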

The elevated transcription of the period 1 (*Per1*) gene in response to ketamine may be a consequence of increased activity of mTOR-pathway. Both the molecular levels of regulation, transcripts and proteins expression, form a control system for drug-induced plastic alterations in the brain. In summary, our results show that ketamine affects expression of several genes potentially involved in neuronal plasticity. It should be noted though, that these changes are not exclusive to ketamine and are also observed in case of other NMDA antagonists we tested.

There were several cases where treatment with NMDA antagonists affected the expression of GR-dependent transcripts that are also associated with development of neuropsychiatric disorders. 

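Targets of the glucocorticoid receptor (64 probes of 42 genes, a list fixed before the data were examined) had a mean above saline in the hippocampus with each of the 3 drugs. Their mean log2 fold change over saline, averaged over the 4 times, was 0.224 with memantine (adjusted p = 3.94e-32 from camera, and 4.06e-07 with an estimated correlation), 0.119 with ketamine (adjusted p = 5.8e-11, and 0.00146) and 0.090 with PCP (adjusted p = 5.32e-07, and 0.00425). Adjusted over the list alone, 16 of the 42 genes were higher with memantine, 10 with ketamine and 4 with PCP, and none was lower. Over all probes 8 passed with memantine and 1, *Plin4*, with ketamine and with PCP. Among the 16 were *Gjb6*, the astrocyte connexin 30 (0.25, standard error 0.07, adjusted p = 0.886 over all probes), *Pdk4*, a kinase that restrains glucose oxidation (0.35, standard error 0.11, adjusted p = 1), and *Errfi1*, a feedback inhibitor of EGF receptors (0.27, standard error 0.09, adjusted p = 1).

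The shift was largest at 4 h after memantine (0.336, adjusted p = 4.89e-27 from camera, and 2.92e-09 with an estimated correlation), at 1 h after ketamine (0.234, adjusted p = 2.4e-13, and 6.8e-06), and at 2 h (0.143, adjusted p = 0.00264, lost with an estimated correlation at adjusted p = 0.0508) and 4 h (0.132, adjusted p = 0.00011, and 0.0132) after PCP. At 8 h it was 0.053, 0.033 and 0.024, and did not pass. Saline-treated mice were above naive mice by 0.056 (adjusted p = 0.00473), a call lost with an estimated correlation (adjusted p = 0.0805).

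The list's mean was above saline on 10 of 10 slides with memantine (0.15 to 0.35), on 10 with ketamine (0.00 to 0.31) and on 9 with PCP (-0.00 to 0.21), and with the slide as a block the shifts were 0.222, 0.119 and 0.089 (adjusted p = 6.24e-30, 1.66e-10 and 1.03e-06). With the mean of choroid plexus markers, which were lower on average with the drugs, as a covariate, the shifts were 0.226, 0.121 and 0.093. Additional file 4 names 17 of the 42 genes, which the study chose on these arrays or those of the striatum. The other 25 genes had means of 0.072 with memantine (adjusted p = 0.00232 from camera, lost with an estimated correlation at adjusted p = 0.109), 0.015 with ketamine (adjusted p = 0.631) and 0.003 with PCP (adjusted p = 0.901).

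**Figure D2:**
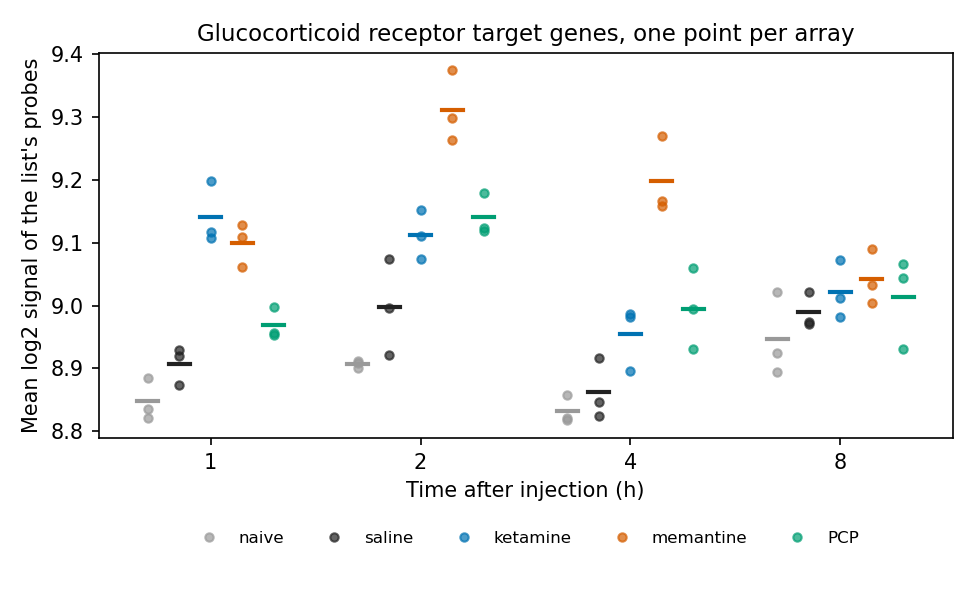
Mean log2 signal of the 64 probes of glucocorticoid receptor targets (vertical axis) on each of the 60 arrays, by time after injection (horizontal axis, h) and treatment; points are arrays and bars the mean of 3. At 4 h the means are 9.20 with memantine, 8.95 with ketamine, 8.99 with PCP, 8.86 with saline and 8.83 in naive mice, and at 8 h they lie between 8.95 and 9.04.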

The *Fkbp5* gene is a prime example, as the gene was connected with sensitivity to rapid effects of treatment with antidepressants [34]. 

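In the hippocampus *Fkbp5*, which encodes a chaperone partner that restrains the glucocorticoid receptor, had a log2 level of 9.67 ± 0.18 (SD, n = 3) at 2 h after ketamine, 9.80 ± 0.32 (SD, n = 3) after PCP and 9.28 ± 0.14 (SD, n = 3) after saline. The differences at 2 h were 0.39 with ketamine (standard error 0.17, adjusted p = 0.656 from limma, and 0.0706 adjusted over the study's list alone), 0.52 with PCP (adjusted p = 0.363, and 0.0161) and 0.22 with memantine (adjusted p = 0.67, and 0.212). At 4 h they were 0.12 with ketamine, 0.04 with PCP and 0.56 with memantine (adjusted p = 1, and 0.00403 adjusted over the study's list alone). Over the 4 times *Fkbp5* differed from saline by 0.16 with ketamine (standard error 0.07, adjusted p = 0.753), 0.12 with memantine (standard error 0.08, adjusted p = 1) and 0.20 with PCP (adjusted p = 1). *Fkbp5* was measured by 1 probe, and the study's list was chosen on these arrays.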

Expression of specific Fkbp5 variants is GR-dependent while at the same time the FKBP5 protein is a critical regulator of GR activity [35]. Further examples include the hypoxia inducible factor 3 alpha subunit (*Hif3a*), whose expression was found to be increased in schizophrenic and bipolar patients [36] or *Sgk1* and *Tsc22d3*, which were associated with high interleukin (IL)-6 levels in patients suffering from the major depressive disorder [37]. 

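In the hippocampus *Hif3a*, a hypoxia-inducible factor subunit, differed from saline by 0.34 over the 4 times with ketamine (standard error 0.08, adjusted p = 0.753 from limma, past the paper's thresholds), 0.31 with memantine (standard error 0.10, adjusted p = 1) and 0.02 with PCP (adjusted p = 1). Ketamine differed from PCP by 0.32 (95% confidence interval 0.09 to 0.54, adjusted p = 0.624). At 2 h after ketamine the difference from saline was 0.71 (standard error 0.25, adjusted p = 0.553) and at 4 h after memantine 0.89 (adjusted p = 0.989). The other *Hif3a* probes, with mean signals of 7.01 and 7.04, gave 0.18 and 0.09 over the 4 times with ketamine. *Tsc22d3*, which encodes a mediator of glucocorticoid effects on immune cells, was higher with memantine by 0.45 (standard error 0.07, adjusted p = 0.0127), on 10 of 10 slides (0.17 to 0.95 within slides), and by 0.45 with the slide as a block (adjusted p = 0.00159). It differed by 0.27 with ketamine (standard error 0.08, adjusted p = 0.753) and 0.24 with PCP (adjusted p = 1). A second *Tsc22d3* probe was 0.78 higher with memantine (adjusted p = 0.0176) and the dimmest differed by -0.02 (adjusted p = 1). At 4 h after memantine the first was 0.95 and the second 1.61 higher (adjusted p = 0.00376 and 0.00132).

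With a normexp offset of 16 and with the slide as a block in the 24 arrays neither *Tsc22d3* probe passed with memantine (for the second, adjusted p = 0.077 and 1), nor did the second with ordinary variances (adjusted p = 0.186). The second probe did not pass without memantine 1 h replicate 1 (adjusted p = 0.055) or 2 (0.0517), 2 h replicate 2 (0.0531) or 4 h replicate 3 (0.0596), or without saline 1 h replicate 2 (0.0577) or 8 h replicate 1 (0.0527), at log2 differences of 0.73 to 0.76.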

In all three cases ketamine treatment induced only expression of the short transcriptional variants, which again points at the importance of analysis of gene expression at transcript rather than gene level [38]. The results indicate that ketamine may activate the hypothalamic-pituitary-adrenal axis and release of glucocorticoids from adrenal glands [25]. Thorough analysis of this systemic response may provide further insight into the interaction between the effects of psychotropic drugs, stress and glucocorticoids. The observed gene expression alterations reveals several aspects of the complex molecular profile of drug-induced alterations in the brain.

Despite the similarity between the NMDA antagonists, we identified transcripts with diverse regulation induced by these drugs in the selected brain regions. 

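Averaged over the 4 times in the hippocampus, *Dbp* differed between memantine and ketamine by -0.32 (95% confidence interval -0.47 to -0.17). *Cdkn1a* differed between memantine and ketamine by 0.43 (0.20 to 0.67) and between memantine and PCP by 0.45 (0.23 to 0.68). *Plin4* differed by 0.40 (0.16 to 0.64) and 0.39 (0.15 to 0.63), *Sult1a1* by 0.25 (0.08 to 0.42) and 0.37 (0.20 to 0.53), *Dusp1* by 0.40 (0.22 to 0.57) and 0.33 (0.13 to 0.53), and *Sgk1* by 0.36 (0.13 to 0.59) and 0.43 (0.18 to 0.69). *Per1* differed between memantine and ketamine by 0.26 (0.11 to 0.41), and its dimmest probe by -0.03 (-0.22 to 0.16). None of these differences passed over all probes (adjusted p = 0.996 against ketamine and 1 against PCP from limma). Between ketamine and PCP, *Sgk1* differed by 0.07 (-0.14 to 0.28) and *Dusp1* by -0.07 (-0.27 to 0.13). *Cdkn1a*, *Plin4*, *Sult1a1*, *Dusp1* and *Sgk1* were singled out because they passed with memantine against saline on these arrays, which favours a difference from the other drugs. These are 95% intervals of single transcripts, not adjusted for the number tested, at doses that differed between the drugs.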

Differences between ketamine, memantine and PCP may provide important information for the understanding of rapid antidepressant effects. PCP decreases immobility time, a depression-like behavior in the forced swim test in mice, but elicits more intense psychotomimetic effects than ketamine. On the other hand, memantine did not show fast antidepressant-like properties in animal models [10]. Our findings have raised concerns regarding the possibility to dissect unique pattern of ketamine effects by using the comparison to other psychotropic drugs. We and others used gene expression profiling to predict properties of the psychoactive compounds [13, 39]. Here, we used the large microarray data-set to compare ketamine effects with 20 psychotropic drugs from various clinical and pharmacological groups.

The profiles of gene expression alterations induced by the tested NMDA antagonists were most similar to some antidepressants and drugs of abuse. Specifically, the profiles were similar to the monoaminergic antidepressants, fluoxetine and tianeptine. The anti-anhedonic and antidepressant effects of ketamine are rapid in comparison to typical antidepressants. However, the similarities in the patterns of drug-induced gene expression may indicate shared neurobiological effects. A recent clinical report indicated that response to antidepressant treatment is accelerated by the co-administration with methylphenidate [40]. It is possible that the combination of various ketamine effects, including boosting serotonin and dopamine activities, may lead to earlier manifestation of antidepressant action [5, 41]. As it was anticipated, the NMDA antagonists reveal relatively distinct molecular profiles from neuroleptics and atypical antidepressant mianserine. Interestingly, the gene expression profile of ketamine was more similar of opioids, ethanol and nicotine than to psychostimulants. It was previously described that ketamine has mild agonistic activity on opioid receptors and modifies the responsiveness [42]. These effects of ketamine on opioid system may result in expression of genes also regulated in the striatum by opioids and ethanol [43]. Thus, this observation supports the claim that ketamine may have addictive potential which substantially limits its clinical application.

## Conclusions

Gene profiling in limbic brain areas indicated several novel aspects of molecular action of ketamine as well as two other tested NMDA antagonists, memantine and PCP. The presented molecular classification of these drugs positioned them between antidepressants and drugs of abuse. We believe that the obtained profile of ketamine-induced gene expression reflects combination of its pharmacological and neurobiological properties. The unique clinical profile of ketamine that includes psychotomimetic, anti-anhedonic and addictive effects is associated with specific transcriptional alterations. This combination of pharmacological and molecular effects might be difficult to achieve by other compounds even with similar chemical characteristics.

## Methods

### Animals

Adult male (8 to 10 weeks old) C57BL/6 J mice (Jackson Laboratory, Bar Harbor, ME, USA) were housed 6 to 10 per cage under a 12 h dark/light cycle with free access to food and water. Animals weighing 20 to 30 g were used throughout the experiments. The animal protocols were approved by the local Bioethics Commission at the Institute of Pharmacology PAS.

### Drug treatment

Mice were injected i.p. (vol. 10 ml/kg) with ketamine (20 mg/kg), PCP (5 mg/kg) or memantine (15 mg/kg). The animals were killed by decapitation 1, 2, 4 or 8 h after a single injection along with the saline-treated and naive control groups (6 animals per group). The effective doses of the NMDA receptor antagonists were based on the literature, particular attention being paid to their pharmacological effects in C57BL/6 J mice [44–46]. The doses were selected to provide reasonable comparison of drugs’ effects on the molecular level.

### Tissue collection and RNA isolation

Samples containing the hippocampus and striatum were collected. The dissection procedure was performed as previously described [13]. Tissue samples were placed in RNAlater reagent (Qiagen Inc., Valencia, CA, USA) and preserved at −70 °C. Samples were homogenized in 1 ml Trizol reagent (Invitrogen, Carlsbad, CA, USA). RNA was isolated following the manufacturer’s protocol and further purified using the RNeasy Mini Kit (Qiagen Inc.). The total RNA concentration was measured using a ND-1000 Spectrometer (NanoDrop Technologies Inc., Montchanin, DE, USA). The RNA quality was assessed using Agilent Bioanalyzer 2100 (Agilent, Palo Alto, CA, USA).

### Microarray hybridization

A starting amount of 200 ng high-quality total RNA (pooled 1:1 from two animals) was used to generate cDNA and cRNA with the Illumina TotalPrep RNA Amplification Kit (Illumina Inc., San Diego, CA, USA). The resulting cDNA served as a template for in vitro transcription with T7 RNA polymerase and biotin-labeled UTP to generate multiple copies of biotinylated cRNA. Each cRNA sample (1.5 μg) was hybridized overnight to MouseWG-6 BeadChip array (Illumina); subsequently, chips were washed, dried and scanned with the BeadArray Reader (Illumina). Raw microarray data were generated using BeadStudio v3.0 (Illumina). A total of 120 Illumina MouseWG-6 v2 microarrays were used (three independent arrays per group). Samples from 2 mice were pooled per microarray, 3 biological replicates were used per time point and 12 arrays per each drug. Distribution of samples was balanced across array plates and hybridization batches.

### Microarray data analysis

Analysis and quality control of 120 microarrays was performed using BeadArray R package v2.14.1. After background subtraction, the data were normalized using quantile normalization and then log_2_-transformed. The obtained signal was taken as the measure of mRNA abundance derived from the level of gene expression. Statistical analysis of the results was performed using three-way ANOVA (for the drug, time and tissue factors) followed by correction for multiple testing using false discovery rate (percent FDR). The FDR was estimated using the Benjamini and Hochberg method. Furthermore, obtained data were subjected to two-way ANOVA for drug and time as factors for each drug and tissue separately. All statistical analyses were performed in R software version 3.1.1. Gene annotation tool Enrichr was used to identify over-represented ontological groups among the gene expression patterns and to group genes into functional classifications [47]. The visualization of microarray results was performed using dChip software.

### Principal component analysis (PCA) and hierarchical clustering

We used unsupervised hierarchical clustering and principal component analysis (PCA) of the top drug-responsive transcripts to classify the psychotropic drugs. Hierarchical clustering was performed using the measure of Pearson correlation distance and complete distance linkage methods. The gene expression profiles of ketamine (KET), memantine (MEM) and PCP in striatum were combined with previously published profiles of 18 psychotropic drugs from diverse pharmacological and therapeutic classes with saline and naive groups as controls [13]. To reduce batch effects between the experiments, the analyses were performed on log_2_ fold changes over corresponding saline controls. PCA was performed based on expression alterations of the top 50 drug-responsive genes found statistically most significant in two-way ANOVA with drug and time as factors (nominal *p* < 1 × 10^−25^, after Bonferroni correction *p* < 2.3 × 10^−21^). R package FactoMineR version 1.29 was used for the analysis and the PCA was done based on correlation matrix.

### Quantitative PCR

Reverse transcription was performed using Omniscript Reverse Transcriptase (Qiagen Inc.). qPCR reactions were performed using TaqMan® Gene Expression Assays (*Sgk1* - Mm00441387_g1; *Tsc22d3* - Mm00726417_s1; *Plin4* Mm00491061_m1) and isoform-specific TaqMan® probes designed using the Custom TaqMan® Assay Design Tool (Life Technologies, Foster City, CA, USA). The reactions were run on the CFX96 Real-Time system (BioRad). Each template was generated from an individual animal. Samples from two independent experiments were analyzed (*n* = 6 and 8 respectively). Expression of the hypoxanthine-guanine phosphoribosyltransferase 1 (*Hprt1*) transcript was quantified to control for variation in cDNA amounts. The abundance of RNA was calculated as 2^‐ (threshold cycle)^. Data were analyzed using one-way ANOVA followed by Tukey’s HSD multiple comparison test.

### Whole-transcriptome resequencing

High-quality total RNA (1 μg) was ribo-depleted using the RiboMinusTM Eukaryote Kit v2 (Ambion). rRNA-depleted RNA was used as the template for preparation of RNA-seq library generated using the Ion Total RNA-seq Kit v2 system according to the manufacturer’s protocol. For template preparation, we performed emulsion PCR (ePCR) using the Ion OneTouchTM 2 Instrument and the Ion PITM Template OT2 200 Kit v3. Sequencing was performed using an Ion PITM Sequencing 200 Kit v3 and the Ion PITM Chip v2 (Life Technologies). The template-positive ion sphere particles (ISPs) were loaded onto an Ion PITM Chip v2 and sequenced (single end reads >100 bp).

### NGS data analysis

NGS data quality was verified using FastQC. The RNA-seq read alignment was performed using TopHat 2.0.1 and Bowtie 2.1.0. IntersectBed v2.14.2 was used to determine the counts on gene and exon levels. Statistical significance was analyzed using edgeR package v3.10.2. Additionally, the transcript FPKM (Fragments Per Kilobase of transcript per Million fragments mapped) levels were quantified using the Cufflinks package. The analyses were performed using R software v3.0.1. Transcript annotation (biotype and event attributes) and classification was performed using the BioMart interface to the Ensembl gene database [38].

### Ethics approval

The animal protocols were approved by the local Bioethics Commission at the Institute of Pharmacology PAS (no. 910/2012).

### Consent for publication

Not applicable.

### Open access

This article is distributed under the terms of the Creative Commons Attribution 4.0 International License (http://creativecommons.org/licenses/by/4.0/), which permits unrestricted use, distribution, and reproduction in any medium, provided you give appropriate credit to the original author(s) and the source, provide a link to the Creative Commons license, and indicate if changes were made. The Creative Commons Public Domain Dedication waiver (http://creativecommons.org/publicdomain/zero/1.0/) applies to the data made available in this article, unless otherwise stated.

### Availability of data and material

The dataset supporting the conclusions of this article is included within the article and its Additional files 1, 3, 4, 2, 6 and 5. Microarray data were submitted to the NCBI Gene Expression Omnibus (GEO) under accession number [GEO: GSE73800].

## Additional files

Additional file 1: Results from three-way ANOVA for 52 drug-responsive transcripts (FDR for drug factor < 0.01 and absolute fold > 0.5 at least at one time point for any substance) are included. For each transcript a *p*-value and percent FDR for drug, time and tissue factors and all the interactions are presented. (XLSX 19 kb) Additional file 2: The lists of transcript IDs and gene names corresponding to Venn diagrams for the hippocampus and striatum are presented in the first and second sheet respectively. Column names indicate which drugs alter the expression of listed transcripts. In case where only one substance name is listed, the altered expression level is drug-specific (at *p* < 0.0005 from two-way ANOVA for drug and time as factors and absolute fold > 0.3 at least at one of the time points in the analyzed tissue). (XLSX 12 kb) Additional file 3: The results of functional enrichment analysis performed with Enrichr tool for two clusters of genes significantly altered by the selected NMDA antagonists. The table consists of an enriched term, a number of input genes in the pathway (overlap), *p*-value (*p* < 0.05), z-score, combined score (computed as logarithm from *p*-value from the Fisher’s exact test multiplied by the z-score of the deviation from the expected rank) and the overrepresented genes. (XLSX 12 kb) Additional file 4: The lists of probe IDs and gene names obtained in the comparison between tissues based on two-way ANOVA results (at *p* < 0.0005 for the drug factor, absolute fold > 0.3 at least at one of the time points). Transcripts regulated by drug treatment in the hippocampus or striatum specifically and a list of genes altered in both tissues are presented. (XLSX 10 kb) Additional file 5: The pattern of gene expression alterations induced by the selected NMDA receptor antagonists over the time-course (1–8 h after treatment) in the hippocampus and striatum. (PDF 155 kb) Additional file 6: The table summarizing results of gene expression profiling of ketamine effects in the mouse striatum using RNA-seq (*n* = 4). In the first sheet 23 genes regulated by ketamine selected from the microarray profiling are listed with their chromosome location, fold change over control, *p*-value and FDR. The second sheet presents a list of the 15 selected genes with significant differences in expression between ketamine-treated and saline controls (*p* < 0.05) with annotated transcripts abundance and fold change of drug-induced alterations for each regulated transcript. Transcripts were annotated using the Ensembl gene database. For each transcript the analysis on exon level (third sheet) was performed showing exon location on chromosome, fold change, *p*-value, FDR and the number of reads for each exon and sample. The last sheet contains a list of transcript biotypes annotation and classification using the BioMart interface to the Ensembl gene database.

## Abbreviations

AFE: alternative first exon
ALE: alternative last exon
BDNF: brain-derived neurotrophic factor
CNE: constitutive exon
GR: glucocorticoid receptor
IR: intron retention
MAPK: mitogen-activated protein kinases
MDD: major depressive disorder
mTOR: mammalian target of rapamycin
NMDA: N-methyl-D-aspartate
PCA: principal component analysis
PCP: phencyclidine

How the deposited data were processed for this re-analysis (not part of the article)

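Hippocampal mRNA abundance levels were measured on 60 Illumina MouseWG-6 v2 arrays, in 20 groups of 3 arrays, with RNA of 2 male mice pooled on each array. Conditions, times and replicate numbers were taken from the sample labels. Arrays of the striatum, RNA sequencing and quantitative PCR were not analysed here.

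The authors deposited a table of intensities, the mean bead signal of each probe on a linear scale as given by BeadStudio, neither background subtracted nor scaled between arrays, with no control probes and no detection p-values. The authors also deposited a table of log2 values, which the paper's methods describe as background subtracted, quantile normalized and log2-transformed. The 60 hippocampal columns of that table differed by a mean of 0.0554 from quantile normalized log2 intensities without background subtraction, and each of the 60 was closest to its own array. The intensities were the starting point of all values reported here, and the authors' log2 values were used as an alternative.

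Background was corrected by normexp without control probes with an offset of 50, followed by quantile normalization and log2 transformation, in R 4.3.3 with limma 3.58.1. All probes were kept. Gene symbols came from the platform's annotation, checked against the names of the mouse RefSeq annotation, and 34885 probes carried 1 symbol (19057 genes in all), 18 carried several and 10378 carried none. Linear models on group means with moderated variances were fitted with limma. Each drug was compared with saline over the 24 arrays of that drug and saline, as the mean of the differences at the 4 time points, and single times, and 8 h with 1 h within a drug for gene lists, were compared in 1 fit over all 60 arrays. The drug factor, the time factor and the interaction were F tests over the 48 arrays of saline and the drugs, pairs of drugs were compared over 36 arrays, and saline was compared with naive mice over 24. Adjusted p-values are Benjamini-Hochberg values. The paper's thresholds were a nominal p under 0.0005 and an absolute log2 fold change above 0.3.

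Gene lists, 35 in number with 655 entries, were written before the data were examined, except that clusters C1 to C3 hold the genes the study names. Of the entries, 42 had no probe of their name and were left out. Lists were tested with limma's camera with a preset correlation of 0.01, again with an estimated correlation, and with fry, adjusted over the lists of a comparison. At single times they were adjusted over all lists, times and comparisons (each drug with saline, and saline with naive mice) together. The lists covered glucocorticoid receptor targets, immediate early genes, MAPK and IL-6 signaling, insulin, lipid, p53, hypoxia, mTOR, Notch, circadian, inflammatory, heat shock and metallothionein genes, synaptic proteins, glutamate and GABA-A receptor subunits, and markers of cell types and of neighbouring tissues.

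Named genes are those the paper names for the hippocampus, the probes of the shared sectors of Additional file 2, up to 25 probes of each comparison past an adjusted p under 0.05 with the largest change, and up to 4 such members of each list. This rule was written before the data were examined but after the p-values in the paper's additional files had been seen. *Ttr*, *Kl*, *Kcne2*, *Clic6* and *Folr1* were singled out after their values were seen.

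Replicate numbers did not pair the arrays of different groups and were not used in the model. The number of arrays limits the precision. Fits were tested on simulated data in the design of each comparison, with 100 probes changed by each of 2 sizes in the same fit. So many changed probes loosen the adjusted threshold, and recovery may be lower in a comparison with few changed probes. A log2 change of 0.5 was recovered at an adjusted p under 0.05 for 78, 74 and 77% of probes with ketamine, memantine and PCP, and a change of 1 for 100% with each, while 8 to 10 unchanged probes passed. For the interaction, a change of 1 was recovered for 43% of probes and a change of 2 for 98%. All 10 lists raised by 0.2 were called by camera, with 0 of the others. The simulated probes were independent, so this does not show how often camera calls lists of correlated probes by chance. In other splits of the real arrays camera called a median of 2, 2, 1 and 1 lists for ketamine, memantine, PCP and saline against naive mice, and at most 8, 9, 7 and 3.

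The alternatives were no background correction, a normexp offset of 16, the authors' normalized values, the brighter 50% of the probes, the slide or the replicate number as a block, trended and robust variances, ordinary variances, all 60 arrays in the fit, naive mice as the control or as a further level, the undrugged arrays alone for time, and leaving out each array in turn. After the data were examined, 4 more were added. These were leaving out the 7 arrays of high background, with and without a new normalization of the other 53, the mean of choroid plexus markers as a covariate, and the slide as a block over all 60 arrays.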

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

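The tests of the choroid plexus, of the glucocorticoid receptor targets and of the immediate early genes against slide, background and tissue, and of lists without the genes the study chose, were chosen after the results were seen.

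Memantine differed from ketamine and from PCP in the mean of several gene lists when the difference itself was tested. Memantine was above ketamine for genes of cluster C1 by a mean log2 of 0.181, for glucocorticoid receptor targets by 0.106, for immediate early genes by 0.071 and for p53 and growth arrest genes by 0.079. It was above PCP by 0.134 for the receptor targets, by 0.074 for inflammatory response genes, by 0.062 for p53 and growth arrest genes and by 0.180 and 0.182 for clusters C1 and C2. Clusters C1 and C2 hold genes the study chose on arrays that include these, so their differences are not independent evidence. Without the genes of Additional file 4, only the difference from PCP of the receptor targets (0.069) passed with an estimated correlation. The doses differed between the drugs. Time points differed too: the shift of the receptor targets at 1, 2 and 4 h exceeded that at 8 h by 0.114 with ketamine (95% confidence interval 0.023 to 0.205) and by 0.228 with memantine (0.137 to 0.319).

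Glucocorticoid receptor targets were above saline by 0.119 with ketamine (95% confidence interval 0.079 to 0.158), 0.224 with memantine (0.185 to 0.264) and 0.090 with PCP (0.051 to 0.130). The shifts without the 7 arrays of high background (0.123, 0.223 and 0.116), with the slide as a block (0.119, 0.222 and 0.089) and with the choroid plexus covariate (0.121, 0.226 and 0.093) argue against each of these as the whole cause. A drug effect that had passed by 8 h may account for ketamine and memantine, while for PCP the difference between the earlier times and 8 h was 0.088 (-0.003 to 0.179), too wide to tell. The control moved as well. At 1, 2, 4 and 8 h the list's mean log2 signal was 8.91, 9.00, 8.86 and 8.99 with saline. It was 9.14, 9.11, 8.95 and 9.02 with ketamine and 9.10, 9.31, 9.20 and 9.04 with memantine. Part of the smaller shift at 8 h is thus a higher saline level than at 1 and 4 h. Among 100 splits of the arrays of each drug and saline, 1 (the real one) gave a shift as large, and the highest other was 0.088, 0.155 and 0.076. This decides nothing, since the study had picked 17 of the 42 genes with the real groups, on these arrays or those of the striatum. For the other 25 genes 49, 1 and 90 splits gave a shift as large as the 0.015, 0.072 and 0.003 with ketamine, memantine and PCP (highest others 0.051, 0.068 and 0.043), so chance was excluded for memantine, whose shift of these 25 genes was lost with an estimated correlation (adjusted p = 0.109). For ketamine and PCP this decides nothing, since taking out genes that responded in the real groups leaves a remainder that is biased low in the real split alone.

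Saline-treated mice were set against naive mice. *Ttr* was higher with saline by 1.13 (standard error 0.12, adjusted p = 8.72e-05), a mean carried by 4 h. The log2 levels of saline-treated and naive mice were 15.73 and 15.15 at 1 h, 15.55 and 15.72 at 2 h, 15.45 and 11.52 at 4 h, and 15.65 and 15.47 at 8 h. No probe passed with the slide as a block over all 60 arrays or with the choroid plexus covariate. Choroid plexus markers had a mean of 0.518 (95% confidence interval -0.125 to 1.161; adjusted p = 2.9e-29 from camera, and 0.0306 with an estimated correlation), which was 0.791, -0.387, 1.377 and 0.291 at 1, 2, 4 and 8 h. Glucocorticoid receptor targets had a mean of 0.056 (0.00473), the genes of cluster C1 one of 0.081 (0.0221) and oligodendrocyte markers one of -0.078 (0.00138), all lost with an estimated correlation (0.0805, 0.22 and 0.39). For the choroid plexus markers 4 of 100 splits gave a difference as large (highest other 0.58), and with an interval that spans 0 chance was left open. For the receptor targets 1 did (highest other 0.05), and without the genes the study chose 16 did (0.03, highest other 0.044), neither of which decides.

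Choroid plexus markers had a mean of -0.620 with ketamine, -0.310 with memantine and -0.530 with PCP against saline. Choroid plexus tissue left in some samples is a candidate explanation: within groups the marker probes brighter than the median probe moved with *Ttr* over the 60 arrays (median correlation of deviations 0.871), while 1000 other probes had a median of 0.00482. An effect of the drugs cannot be told apart from it, since the mean of the drugs differed from naive mice by 0.031 (95% confidence interval -0.494 to 0.556), nor can the slide, with which as a block the mean of the drugs against saline was -0.428 (-1.008 to 0.151). As many as 6, 24 and 4 of 100 splits gave differences as large for ketamine, memantine and PCP (highest others 0.791, 0.566 and 0.724), so chance was not excluded for ketamine or memantine. For PCP the 95% confidence interval spans 0 (-1.173 to 0.113), and chance was left open.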

How the results depend on the processing

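Leaving out the arrays of high background, the new normalization, the choroid plexus covariate and the slide as a block over all 60 arrays were chosen after the data were examined. Except where a reason is given, the cause of a change was not tested.

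Without background correction 14 probes passed for any drug and 2 for ketamine at an adjusted p under 0.05, 2 for the interaction and 190 for time, against 9, 1, 0 and 118. The authors' normalized values gave 15, 2, 2 and 180. An offset of 16 left 5 of 11 probes for memantine, the brighter probes gave 180 for time, trended and robust variances 15 for any drug and 1 for the interaction, ordinary variances 2 for ketamine, and the undrugged arrays alone, which are fewer, 18 for time.

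The slide as a block in the fits of each comparison gave 58 probes at the paper's thresholds and 5 at an adjusted p under 0.05 for any drug, 38 for ketamine, 10 and 0 for memantine, 0 for PCP at an adjusted p, 1 shared by the drugs and 1830 between saline and naive mice. In the 24 arrays of 1 drug and saline this block left 7 residual degrees of freedom against 16, and raised the unscaled standard error from 0.408 to 0.577 for memantine and for saline against naive mice. Over all 60 arrays, with 31 degrees of freedom, it gave 68 and 17 for any drug, 49 for ketamine, 93 and 32 for memantine, 34 for PCP, 4 shared and 0 between saline and naive mice.

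All 60 arrays in the fit gave 15 for ketamine, 61 and 24 for memantine, 18 and 2 for PCP and 4 shared. Naive mice as the control gave 56 and 27 for any drug, 49 and 8 for ketamine, 55 and 27 for memantine, 26 for PCP and 12 shared, and as a further level 61 and 32 for any drug. Without the arrays of high background 1 probe was shared, and with the others normalized anew 1 differed between memantine and ketamine. The choroid plexus covariate gave 13 and 0 for ketamine, 1 shared and 0 between saline and naive mice. Thalamus markers with memantine turned to -0.015 with the slide as a block, and choroid plexus markers with memantine to 0.208 against naive mice.

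Replicate numbers did not pair the arrays: of 120 pairs of arrays with the same number and time, 15 had deviations that correlated above 0.1, with a mean of -0.039 and a lowest of -0.378. With the replicate number as a block 35 probes passed for any drug, 22 for ketamine, 36 for memantine and 7 for PCP at the paper's thresholds, and 111 for time.

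Leaving out each array in turn gave 31 to 49 for any drug at the paper's thresholds and 6 to 13 at an adjusted p under 0.05, 14 to 92 and 1 to 1 for ketamine, 27 to 49 and 6 to 13 for memantine, 5 to 18 and 1 to 1 for PCP, 1 to 3 shared, 84 to 131 for time, 1 to 1 between saline and naive mice, and 0 to 0 for the pairs of drugs and the interaction. List calls numbered 28 to 33 (31 with all arrays) and the rises of the study's list over time 8 to 11 (9). The count for memantine was 6 without memantine 4 h replicate 3 and 7 without saline 1 h replicate 2, and that for ketamine 92 without saline 2 h replicate 1, 51 without saline 4 h replicate 1, 16 without saline 4 h replicate 3, ketamine 4 h replicate 3 or ketamine 8 h replicate 2, 15 without ketamine 1 h replicate 3 and 14 without ketamine 8 h replicate 3. That for PCP was 18 without saline 2 h replicate 1, 5 without saline 8 h replicate 1 and 6 without PCP 1 h replicate 2 or PCP 2 h replicate 1. The first component of the deviations within groups, 17.7% of their variance, followed the background (r = 0.868).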

Differences from the paper's values

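The paper's count of hippocampal transcripts regulated by any drug is 62, and 37 passed at its thresholds here. Of the alternatives set before the data were examined, the slide as a block (58), naive mice as the control (56) and naive mice as a further level (61) came within 1.5 times the paper's count, as did leaving out 4 of the 48 arrays, and the others did not. The slide as a block over all 60 arrays, chosen after the values were seen, gave 68, with 29 of the paper's 62 among them and 33 dropped. Leaving out the 7 arrays of high background gave 43 (23 of the 62, 39 dropped), and 42 with the others normalized anew (26, 36 dropped), both within 1.5 times and chosen after the values were seen. Of the paper's 62 transcripts 27 were called here, 51 with naive mice as a further level, 35 without background correction, 33 with the authors' normalized values, 41 against naive mice, 32 with ordinary and 30 with trended and robust variances, 30 with the brighter 50% of the probes, 29 with all 60 arrays in the fit and 28 with the replicate number as a block. The slide as a block called 26 of them, a normexp offset of 16 called 25, and the choroid plexus covariate, chosen after the values were seen, 27.

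The paper's count of transcripts shared by the 3 drugs is 8, and 2 passed here. Of the alternatives set before the data were examined, naive mice as the control gave 12, within 1.5 times, and the others did not. That setting called all 8 of the paper's transcripts with each drug. All 60 arrays in the fit called 4 of them with each drug, *Nfkbia*, *Mfsd2a*, *Plin4* and *Sult1a1*. No background correction and the authors' normalized values called 3, which adds *Mfsd2a*. With the slide as a block over all 60 arrays, chosen after the values were seen, 4 were called with each drug, among them *Cdkn1a*, and the other 4 of the paper's 8 were dropped.

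The paper names *Ppp1r3g* and *Cdkn1a* among the transcripts shared by the drugs. At the paper's thresholds *Ppp1r3g* did not pass with ketamine (log2 fold change 0.25, adjusted p = 0.753), and *Cdkn1a* did not pass with ketamine (0.38) or PCP (0.36). Transcripts that did pass these thresholds with ketamine, such as *Hif3a*, had the same adjusted p of 0.753. The paper counts *Dbp* and *Mat2a* among transcripts that respond to the drugs. Neither passed the paper's thresholds here, which rest on a nominal p. *Mat2a* had a nominal p of 0.0236 for the drug factor from limma and an adjusted p of 0.95, and *Dbp* an adjusted p of 0.678. Of the paper's 62 transcripts 59 had a nominal p under 0.05 here. The paper names *Per2* for the time factor of an ANOVA over both tissues, 120 arrays. In the 48 hippocampal arrays of saline and the drugs alone its adjusted p was 0.282, while *Dbp* and *Ciart* passed (4.97e-10 and 0.000139). The paper reports *Per1* as raised by ketamine, as a gene of a cluster from the ANOVA over both tissues. In the hippocampus alone its brightest probe differed by 0.15 at 1 h after ketamine (adjusted p = 1), and another by 0.36 (adjusted p = 1, and 0.0457 adjusted over the study's list alone).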

Other observations

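Immediate early genes fell between 1 and 8 h after injection. The 16 probes of this list that passed for time and fell were picked on the arrays of saline and the 3 drugs, which tends to overstate the falls there. Over these arrays their mean log2 change was -0.628 (standard error 0.042), and it was -0.593 with ketamine, -0.836 with memantine, -0.663 with PCP and -0.421 with saline. In naive mice it was -0.217 (95% confidence interval -0.388 to -0.046). The 87 probes of the whole list changed by -0.161 with ketamine (adjusted p = 2.25e-09 from camera, and 0.000609 with an estimated correlation), -0.218 with memantine (2.61e-08, and 0.00188), -0.218 with PCP (1.72e-10, and 0.000548), -0.083 with saline (0.0279, lost with an estimated correlation at 0.258) and -0.063 in naive mice (0.304, and 0.94). The fall of the 16 in naive mice, whose arrays had no part in picking them, argues against the injection as the whole cause for these 16 probes, and for the whole list this was left open. Beside it, the falls with the slide as a block (-0.633) and without the arrays of high background (-0.614) argue against these. Saline and the drugs together differed from naive mice in this change by -0.412 (95% confidence interval -0.603 to -0.221), which the picking tends to overstate. Saline alone differed from naive mice by -0.205 (-0.446 to 0.037). A part that follows the time of day and a part that follows handling may both be present, and were not told apart. These tests were chosen after the result was seen.

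Markers of microglia had a mean of -0.106 with memantine (adjusted p = 0.000208, and 0.0756 with an estimated correlation), and those of oligodendrocytes and thalamus 0.093 (9.45e-05, and 0.163) and 0.071 (0.0177, and 0.37; -0.015 with the slide as a block in the 24 arrays and 0.054 over all 60). Inflammatory response genes had a mean of 0.056 with memantine (0.0308, and 0.199), and striatum markers 0.165 with ketamine (0.0078, and 0.534). Lists of hypoxia, mTOR, Notch, circadian, heat shock and metallothionein genes, of synaptic proteins, of glutamate and GABA-A receptor subunits and of the markers of astrocytes, blood, CA1 neurons, CA3 and CA2 neurons, granule cells, endothelium, interneurons, meninges, mural cells and oligodendrocyte precursors passed in none of the 4 comparisons (camera).

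Other splits of the samples into groups of the same sizes were compared with the real ones, 100 for each count, at first without regard to slides. For the counts at an adjusted p under 0.05, 1 split gave a result as large for any drug (9 probes, highest other 0), 1 for memantine (11, highest other 1), 3 for ketamine (1, highest other 1), 2 for PCP (1, highest other 1) and 1 for time (118, highest other 6), so chance was excluded. At the paper's thresholds, 11 splits gave as many for any drug (37, highest other 177), 12 for ketamine (25, highest other 102) and 39 for PCP (10, highest other 179), so chance was not excluded. It was excluded for memantine, with 3 splits (36, highest other 99), and for the transcripts shared by the drugs, with 1 (2, highest other 1). Splits that call up to 179 probes point to a structure of the samples. Arrays of 1 slide deviated together (mean correlation 0.1878, against -0.01729 between slides), and the real groups put 1 or 2 arrays of each drug on each slide, which these splits did not keep. In 100 splits that kept the number of arrays of each drug on each slide, a test chosen after these results were seen, 2 gave as many at the paper's thresholds for any drug (highest other 50), 4 for ketamine (41), 2 for memantine (41) and 4 for PCP (50). The median of the other splits of this kind was 4, 5, 3 and 4 probes. Without the slides kept, more splits had been as large for any drug, ketamine and PCP, and the second test was chosen after that. At this nominal p chance alone gives 22.6 probes, close to the count for ketamine and above that for PCP. Chance was therefore not excluded for any drug, ketamine or PCP. For memantine few splits of either kind gave as many. At an adjusted p under 0.05, 1 of the splits that kept the slides was as large for any drug (highest other 0) and 1 for memantine (4). For PCP 2 were (1) and for ketamine 5 (1), so with the slides kept chance was not excluded for the 1 probe of ketamine. For the pairs of drugs and the interaction all 100 splits gave at least 0 (highest others 1 and 10), which decides nothing where no probe was called. For saline against naive mice 11 gave 1 probe, so chance was not excluded.

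For the number of lists called, 2 of 100 splits were as large for ketamine (8 lists, highest other 8), 1 for memantine (14, highest other 9), 4 for PCP (5, highest other 7) and 1 for saline against naive mice (4, highest other 3). For the rises of the study's list over time, 1 of 50 splits was as large (9, highest other 2). These decide nothing, since the lists hold genes that the study chose with the real groups. In lists without the genes of Additional file 4, 59 splits were as large for ketamine (2 lists, highest other 5), 56 for PCP (1, highest other 3) and 23 for saline against naive mice (2, highest other 3). This is left open too, since taking out genes chosen for responding in the real groups lowers the real count most. For memantine 2 splits were as large (6, highest other 6). Chance was left open for this count too, since other genes that the study chose on these arrays may remain in the lists. None of the 6 lists passed with an estimated correlation (lowest adjusted p 0.109, for the receptor targets), and 1 of them is the choroid plexus list, for which alone chance was not excluded.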
